# Disruption of ATRX-RNA interactions uncovers roles in ATRX localization and PRC2 function

**DOI:** 10.1038/s41467-020-15902-9

**Published:** 2020-05-06

**Authors:** Wenqing Ren, Nicole Medeiros, Robert Warneford-Thomson, Phillip Wulfridge, Qingqing Yan, Joyce Bian, Simone Sidoli, Benjamin A. Garcia, Emmanuel Skordalakes, Eric Joyce, Roberto Bonasio, Kavitha Sarma

**Keywords:** Biochemistry, RNA, Gene silencing

## Abstract

Heterochromatin in the eukaryotic genome is rigorously controlled by the concerted action of protein factors and RNAs. Here, we investigate the RNA binding function of ATRX, a chromatin remodeler with roles in silencing of repetitive regions of the genome and in recruitment of the polycomb repressive complex 2 (PRC2). We identify ATRX RNA binding regions (RBRs) and discover that the major ATRX RBR lies within the N-terminal region of the protein, distinct from its PHD and helicase domains. Deletion of this ATRX RBR (ATRXΔRBR) compromises ATRX interactions with RNAs in vitro and in vivo and alters its chromatin binding properties. Genome-wide studies reveal that loss of RNA interactions results in a redistribution of ATRX on chromatin. Finally, our studies identify a role for ATRX-RNA interactions in regulating PRC2 localization to a subset of polycomb target genes.

## Abstract (web summary)

ATRX is an RNA binding protein that mediates targeting of polycomb repressive complex 2 (PRC2) to genomic sites. Here the authors identify the RNA binding region and show that the RNA binding is required for ATRX localization and for its recruitment of PRC2 to a subset of polycomb targets.

## Introduction

Dynamic interactions between epigenetic regulators and RNAs are important to establish and maintain correct gene expression programs during development^1–3^. Many developmental disorders and other diseases, including cancers, occur due to a failure to safeguard these regulatory programs. ATRX (alpha-thalassemia X-linked mental retardation) is a chromatin remodeler whose loss during early development is associated with a severe developmental disorder called ATRX Syndrome^4^. Recently, studies have shown that ATRX is frequently mutated in cancers and its loss is intimately linked to the alternative lengthening of telomeres (ALT), a mechanism that contributes to cellular immortality in cancer^5–9^. Indeed, ATRX loss is associated with an increase in aneuploidy and cancer aggressiveness^10^.

ATRX is an RNA-binding protein but the functional role of its interaction with RNA is unknown. ATRX has roles in the process of X chromosome inactivation (XCI)^11^, a developmental process where one of the two X chromosomes in female mammals is silenced to balance gene dosage between the sexes^12–14^. This process is regulated by a large number of non-coding RNAs and their interactions with specific proteins^15^. The Xist long non-coding RNA (lncRNA) that is required for initiation of XCI, coats the inactive X chromosome (Xi) in female mammals and serves as a platform for the recruitment for various silencing proteins including the polycomb repressive complex 2 (PRC2)^12,16^. The PRC2 complex contains the EZH2 histone methyltransferase that catalyzes trimethylation of histone H3 at lysine 27 (H3K27me3) and is required for the maintenance of correct gene expression patterns during development^17^. It is also mutated or upregulated in a large number of cancers, which makes it an attractive target for cancer therapeutics^18,19^. The PRC2 complex is enriched on the Xi and, similar to ATRX, interacts with Xist lncRNA^20–22^. Interestingly, while ATRX itself is not enriched across the Xi, depletion of ATRX results in the loss of PRC2 from genes on the Xi as well as from other polycomb target genes on autosomes^11^. Thus, ATRX functions in targeting PRC2 to specific genomic sites. The mechanisms by which ATRX regulates PRC2 and the role of ATRX–RNA interactions in this process is unclear.

ATRX is also enriched at tandem repetitive regions of the genome^23^. Transcription from tandem repeats can form regulatory chromatin structures known as G quadruplexes (G4)^24^. Loss of ATRX is associated with elevated G4 DNA containing DNA–RNA hybrid chromatin structures called R loops at telomeres^23,25,26^. Transcription of telomeric repeats results in the production of a non-coding RNA, TERRA, and in the formation of R loops at these regions^27,28^. ATRX binds telomeric R loops and this interaction is abolished when R loops are destroyed. This suggests that ATRX targeting to repetitive regions can occur through its interaction with G4 DNA, DNA–RNA hybrids, or both. ATRX also functions at centromeric and pericentromeric regions that are highly repetitive, typically depleted for genes and until recently thought to be largely refractory to transcription. However, several reports indicate that these regions produce small amounts of RNAs of variable length in both the G1/S and M phases of the cell cycle^29–31^. Satellite transcripts originating from these regions must be strictly controlled since accumulation of these repetitive RNAs is seen in many cancers and is associated with centromere instability^32–34^. ATRX is enriched at these constitutive heterochromatin regions and contributes to their silencing. Loss of ATRX increases satellite RNA transcription and promotes genome instability^35–37^.

Studying the function of protein–RNA interactions has been challenging since many RNA-binding proteins contain non-canonical RNA-binding regions (RBRs) that cannot be predicted by sequence alone^38,39^. Many studies have investigated RNA-mediated regulation of chromatin complexes by perturbing individual interacting RNA^11,40–42^. However, these complexes often bind to hundreds if not thousands of RNAs, which makes it difficult to obtain a general view for the functions of these interactions. Recent advances that allow proteome-wide unbiased identification of RBRs, have made it possible to overcome this challenge^38,39,43,44^. Here, we use the RBR-ID method^39^ to identify the RNA-binding region (RBR) of ATRX and investigate the significance of ATRX–RNA interactions in its localization to specific regions of the genome and in the recruitment of PRC2.

## Results

### ATRX chromatin association is regulated by RNA interactions

The chromatin remodeler ATRX interacts with RNAs in both differentiated and undifferentiated cell types^11,39,41^. To uncover the roles of ATRX–RNA interactions in its function, we first determined if ATRX nuclear distribution was affected by disruption of RNAs. For this, we examined the nuclear distribution of ATRX upon treatment with RNase A. We fractionated mouse embryonic fibroblasts (MEFs) into cytosolic, nuclear extract (soluble), and nuclear pellet (chromatin-bound) fractions (Fig. 1a). In our experimental setup, subsequent to cytosolic extraction, we treated permeabilized nuclei with RNase A. The protein fraction that is soluble at 300 mM salt concentration was collected and the proteins that remained bound to the nuclear pellet were recovered with high salt and sonication. We used the well characterized RNA-binding protein HNRNPC, that is known to interact with chromatin through RNA interactions, as a control^45^. We found that without RNase A treatment, HNRNPC remained in the chromatin bound fraction (Fig. 1b, compare lanes 2 and 4). Upon treatment with RNase A, most HNRNPC was released from chromatin into the soluble fraction (Fig. 1b, compare lanes 3 and 5). Next, we analyzed ATRX distribution in these same extracts using an antibody generated against a fragment in the C terminus of ATRX (Supplementary Fig. 1a). We observed that at 300 mM salt without RNase A treatment, the majority of ATRX remained chromatin bound (Fig. 1b, compare lanes 2 and 4). Intriguingly, under the same salt conditions but with RNase A treatment, there is an increase in ATRX protein levels in the soluble fraction (Fig. 1b, compare lanes 2 and 3). The distribution of LSD1, an unrelated histone demethylase, did not change upon RNase A treatment. Since ATRX has known associations with R loops, chromatin structures that contain a DNA:RNA hybrid, we tested whether its localization to chromatin is disrupted upon treatment with RNase H, an enzyme that specifically degrades RNA within a DNA:RNA hybrid. We used the fractionation scheme as in Fig. 1a and treated nuclei with RNase H. We found that upon RNase H treatment, HNRNPC remained chromatin bound (Fig. 1c, compare lanes 3 and 5). Similarly, ATRX is not released into the soluble fraction and remains bound to chromatin (Fig. 1c, compare lanes 3 and 5). Based on this we conclude that a population of ATRX may associate with chromatin through RNA interactions. However, the species of RNA that tethers ATRX to chromatin is not predominantly in the form of DNA:RNA hybrids.

**Fig. 1:**
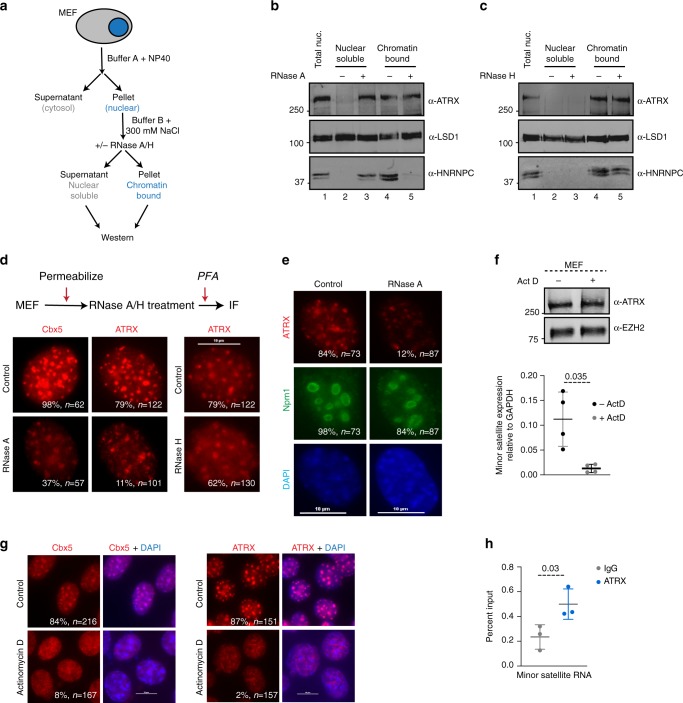
RNA interactions regulate ATRX chromatin association. **a** Schematic for nuclear fractionation of MEFs with and without RNase A or RNase H treatment. **b** Western blot for ATRX, LSD1, and HNRNPC in MEF nuclear soluble and chromatin-bound fractions obtained with and without RNase A treatment as indicated on top. Representative blot from four independent experiments is shown. **c** Western blot for ATRX, LSD1, and HNRNPC in MEF nuclear soluble and chromatin-bound fractions obtained with and without RNase H treatment as indicated. Representative blot from three independent experiments is shown. **d** Top—Schematic of RNase A or RNase H treatment of MEFs for immunostaining. Bottom—Immunostaining of control (top) and RNase A or RNase H treated (bottom) MEFs with ATRX (red) and Cbx5 (red) antibodies. Percent of nuclei with pericentromeric Cbx5 or ATRX signal is shown along with total number of nuclei (*n*) quantified. Scale bar = 10 μm. **e** Immunostaining of control (left) and RNase A treated (right) MEFs with ATRX (red) and Npm1 (green) antibodies. Nucleus is stained with DAPI. Percent of nuclei with pericentromeric ATRX signal or nucleolar Npm1 signal is shown along with total number of nuclei (*n*) quantified. Scale bar = 10 μm. **f** Top—Western blot for ATRX and EZH2 in WT MEFs with and without Actinomycin D treatment. Bottom—RT-PCR analysis of minor satellite transcripts in WT MEFs with and without Actinomycin D treatment. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **g** Immunostaining of WT MEFs with ATRX and Cbx5 antibodies (red) before and after Actinomycin D treatment. Percent of nuclei with pericentromeric Cbx5 or ATRX signal is shown along with total number of nuclei (*n*) quantified. Scale bar = 10 μm. **h** Cross-linking and immunoprecipitation in WT MEFs with IgG (gray) or ATRX antibodies (dark blue). qPCR analysis with minor satellite primers. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. Source data underlying Fig. 1b–h are provided as a Source Data file.

To visualize changes in ATRX distribution at the cellular level, we examined its localization in MEFs by immunofluorescence microscopy. ATRX is enriched at DAPI dense regions of the nucleus that corresponds to centromeric and pericentromeric heterochromatin^46^ (Supplementary Fig. 1b). To test how RNase A and RNase H treatments affects ATRX enrichment at these regions, we treated permeabilized MEFs with RNase A or RNase H prior to paraformaldehyde fixation (Fig. 1d). In previous studies, RNase A treatment of nuclei resulted in loss of Cbx5 enrichment at pericentric heterochromatin suggesting that Cbx5 localization to these sites is dependent on an RNA component^47^. In agreement with these studies we observe that while Cbx5 is localized to pericentric heterochromatin in control nuclei, upon RNase A treatment Cbx5 enrichment at these regions is markedly reduced (Fig. 1d, left compare top and bottom panels). Similarly, we found that in untreated MEFs, ATRX shows clear enrichment at pericentric heterochromatin (Fig. 1d, middle). Upon RNase A treatment, we observed that ATRX localization at pericentromeres becomes weaker (Fig. 1d, middle, compare top and bottom panels). We also found that treatment with RNase H resulted in a reduction of ATRX signal at pericentromeres (Fig. 1d, right), albeit lower than RNase A treatment, consistent with the observation that RNase H treatment of nuclei does not release a significant amount of ATRX from chromatin. To ascertain whether the effects of RNase A treatment on ATRX localization was specific, we analyzed the distribution of the nucleolar phosphoprotein nucleophosmin (Npm1) under the same conditions. Npm1 localizes to nucleoli through G quadruplex DNA binding at rDNA loci^48^. We co-stained for ATRX and Npm1 in control and RNase A treated nuclei. We found that the pattern of Npm1 nucleolar staining remains unchanged upon RNase A treatment (Fig. 1e). In the same nuclei, the localization of ATRX to pericentromeres is reduced. Our results support a role of RNAs in regulating ATRX localization to specific nuclear structures including pericentromeres. ATRX is known to localize to PML bodies^49^. We observed that after RNase A treatment of nuclei, some ATRX puncta remained. To test if these correspond to PML bodies, we co-stained nuclei for ATRX and PML proteins before and after RNase A treatment (Supplementary Fig. 1c). Some but not all residual ATRX foci colocalize to PML bodies, which could be a result of incomplete digestion of RNAs or due to ATRX presence in another nuclear sub-compartment.

Pericentromeres have previously been described to contain a non-coding RNA component^47^. To determine whether transcription of repetitive pericentromeric RNAs plays a role in the recruitment of ATRX to these regions, we decreased levels of RNAs by treating MEFs with Actinomycin D. We normalized levels of minor satellite RNA to GAPDH RNA that is known to have a long half-life and whose levels are not changed after 6 h of Actinomycin D treatment. We found that 6 h of Actinomycin D treatment resulted in >5-fold decrease in minor satellite RNA levels (Fig. 1f, bottom). At this same time point, ATRX protein levels were not changed (Fig. 1f, top). To determine whether decrease in centromeric transcription alters ATRX localization to these heterochromatic regions, we visualized ATRX enrichment by immunofluorescence microscopy. As shown previously, in WT MEFs, both ATRX and Cbx5 are enriched at DAPI dense pericentric heterochromatin. Upon treatment with Actinomycin D, enrichment of both proteins at centromeres is lost, consistent with a role for transcription in the recruitment and stabilization of ATRX and Cbx5 to constitutive centromeric heterochromatin (Fig. 1g). Since our results indicate that an RNA component is required for ATRX localization to these constitutive heterochromatin regions, we tested whether ATRX is able to interact with RNAs that originate from these regions. Using cross-linking and immunoprecipitation (CLIP) followed by qPCR, we tested the direct interaction between ATRX and minor satellite RNAs (Fig. 1h). Our results show that ATRX interacts with minor satellite RNAs, providing support to our assertion that ATRX localizes to constitutive heterochromatin through RNA interactions. The low binding levels may be attributed to low levels of expression of satellite RNAs combined with the inefficiency of UV cross-linking in vivo.

### ATRX binds RNA through distinct N- and C-terminal domains

To investigate the mechanism and function of ATRX–RNA interactions, we first sought to identify sites of RNA binding within this protein. Recently, two techniques have been developed to identify RBRs within proteins lacking canonical RNA-binding domains, RBDmap and RBR-ID, both of which utilize proteins–RNA cross-linking in vivo followed by mass spectrometry (MS) to identify the site of protein–RNA interactions^38,39^. We chose to reanalyze the publicly available RBR-ID dataset to assess possible RNA interaction sites on ATRX^39^. For this experiment, mouse embryonic stem cells (mESCs) are grown in the presence of 4-thiouridine (4SU), a photoactivatable uridine analog that is specifically incorporated into RNAs^50^. Exposure to long wavelength UV (312 nm) results in the cross-linking of proteins that directly contact 4SU-containing RNAs. The nuclear proteome is processed for MS and RNA-bound peptides are identified by comparing with mass spectra obtained from cells not pulsed with 4SU. Peptides that are specifically depleted in the cross-linked samples map to potential RBRs within proteins. We re-analyzed the in vivo RBR-ID data obtained from mESCs nuclei^39^ and found several ATRX peptides that were significantly depleted due to RNA cross-linking (Supplementary Fig. 2a). Therefore, in vivo RBR-ID identified ATRX peptides that have the potential to interact with RNAs.

Proteome-wide RBR-ID is a powerful tool to discover RNA-binding proteins and their RBRs. However, the power of this approach to clearly define all possible RBRs in any given protein is limited by its relative abundance in the context of the entire proteome^22^. To increase our ability to detect all possible RBRs within ATRX, we developed an in vitro RBR-ID approach. Previous RNA electromobility shift assay (EMSA) studies have shown that full-length human ATRX (hATRX) protein binds the Repeat A region of the Xist lncRNA, a 435 nt repetitive motif at the 5ʹ end, with high affinity (Kd ~ 5 nM)^11^. We expressed and purified full-length human FLAG-ATRX-HA protein (F-ATRX-HA) from *S. frugiperda* (Sf9) insect cells. Purified hATRX was incubated with a 4SU-labeled fragment of Xist Repeat A RNA. We used a 192-nucleotide fragment that was sufficient to bind ATRX with high affinity (Kd ~ 17.90 nM) (Supplementary Fig. 2b, red box)^11^. ATRX-4SU Repeat A RNA-binding reactions were cross-linked by exposure to 312 nm UV and processed for mass spectrometry. Eight independent biological replicates across two experiments were used in the analysis to identify ATRX RBRs with high confidence.

This in vitro RBR-ID experiment identified six significantly (*P* < 0.1) depleted peptides (Fig. 2a). Of these, one mapped to the C terminus and the majority (5 out of 6) of the identified peptides mapped to an N-terminal region adjacent to the PHD finger domain (residues 431–739) (Fig. 2a, Supplementary Fig. 2c). In addition to identifying specific peptides that pass predetermined thresholds, RBR-ID allows for calculation of a numeric score for each protein residue by combining extent and reproducibility of depletion across all peptides that overlap that residue^39^, which can provide additional information regarding the position of RBRs within protein that display weak or distributed binding to RNA. We plotted the RBR-ID score along the primary sequence of ATRX and found multiple potential regions of interaction both in the N terminus and in the C terminus, including one that overlapped the helicase domain (Fig. 2a), a region previously shown to bind RNA^11^. Based on the number of recovered peptides at the N terminus and on the fact that in vivo RBR-ID also detected sub-threshold cross-linking signal in this region, we designated aa 400–750 of hATRX as its putative major RBR (ATRX–RBR) and sought to determine its biochemical and biological function.

**Fig. 2:**
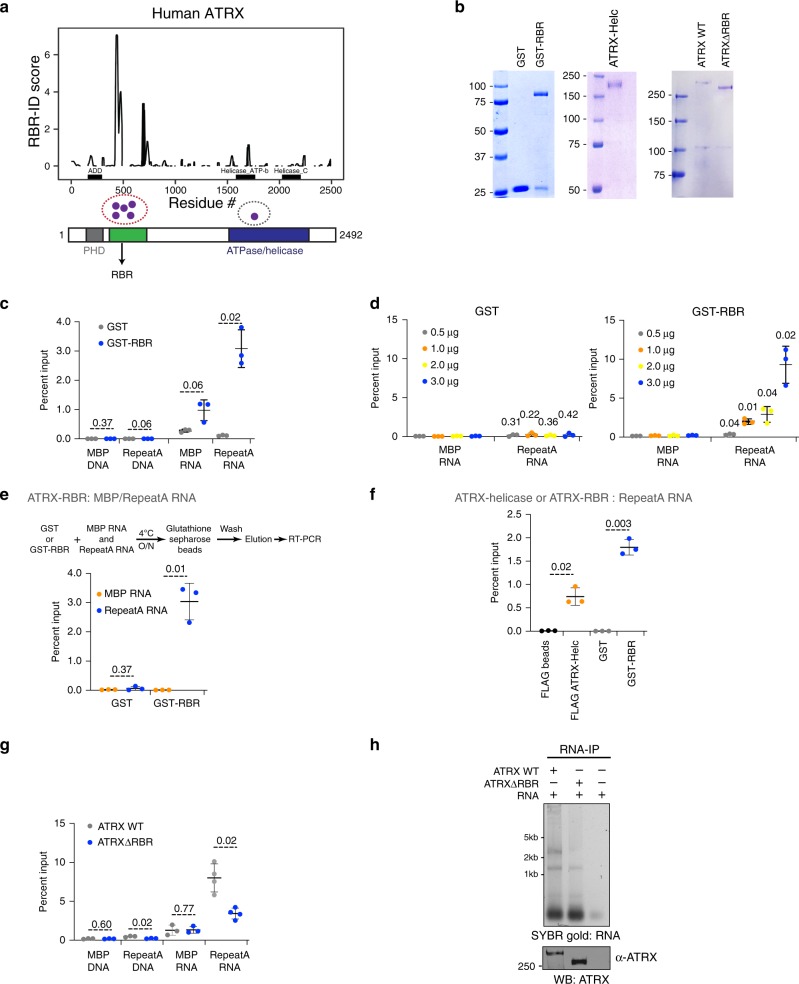
RBR-ID identifies regions within ATRX that bind RNA. **a** Top—Residue-level RBR-ID scores plotted along the primary sequence of human ATRX. Data are from eight biological replicates processed in two separate experiments. Bottom—Schematic for location of RNA binding peptides along human ATRX. PHD finger domain is in gray and helicase domain in dark blue. The region we designate the RBR is in green. **b** Coomassie gel of purified GST and GST-RBR (left), ATRX helicase domain (middle), and full-length ATRX and ATRXΔRBR (right) proteins. Representative image from three independent protein purifications is shown. **c** In vitro DNA/RNA IP with GST (gray) and GST-RBR (blue) proteins as indicated with MBP or Xist Repeat A DNA/RNA. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **d** In vitro RNA IP with GST (left) and GST-RBR (right) proteins at indicated concentrations with MBP or Xist Repeat A RNA. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **e** In vitro RNA IP with GST and GST-RBR and a mixture of MBP and Repeat A RNAs. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **f** In vitro RNA IP with FLAG-ATRX helicase, GST-RBR and Repeat A RNA. Flag beads alone or GST are used as controls. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **g** In vitro DNA/RNA IP with ATRX (gray) and ATRXΔRBR (blue) proteins as indicated with MBP or Xist Repeat A DNA/RNA. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **h** RNA IP with purified proteins as indicated and total RNAs from MEFs. RNA is visualized by SYBR gold staining and immunoprecipitated proteins are detected by western blot. Source data are provided as a Source Data file. Representative image from three independent experiments is shown. Source data underlying Fig. 2b–h are provided as a Source Data file.

### ATRX–RBR is necessary and sufficient for Xist RNA binding

To ascertain whether the RBR alone is able to interact with nucleic acids, we expressed and purified GST-tagged ATRX–RBR (Fig. 2b, left) and tested its ability to bind the 435nt fragment of Xist Repeat A DNA or RNA by in vitro pulldowns (Fig. 2c). As controls we used 300nt RNA and DNA fragments derived from the N terminus of the Maltose Binding Protein (MBP). We found that both GST and GST-RBR did not bind MBP or Repeat A DNAs (Fig. 2c, left). GST protein alone does not show appreciable binding to either Repeat A or MBP RNA. GST-RBR binds Repeat A RNA and to a significantly lower extent the MBP RNA (Fig. 2c, right). Thus, our results indicate that the RNA-binding region alone is sufficient to interact with RNA. To test the specificity of interaction of GST-RBR with Repeat A RNA, we used increasing concentrations (0.5–3 μg) of GST or GST-RBR protein with equal amounts (5 μg) of MBP or Xist RNA. We found that even at the lowest protein concentration (0.5 μg), GST-RBR bound Repeat A RNA more than MBP RNA (Fig. 2d). GST protein alone did not show binding to Repeat A RNA even at the highest concentration (3 μg). We tested whether GST-RBR specifically binds Repeat A RNA even in the presence MBP RNA in the same reaction. We combined 5 μg each of Repeat A RNA and MBP RNA and incubated these with either GST alone or GST-RBR. Our results show that GST-RBR preferentially interacts with Repeat A RNA and does not bind MBP RNA (Fig. 2e). We conclude that the RBR shows specificity for the physiological ATRX–RNA ligand Xist compared with a nonspecific control (MBP).

The helicase domain containing fragment of ATRX (F6) was previously shown to bind Repeat A RNA^11^. We purified the F6 fragment from Sf9 cells (Fig. 2b, middle) and compared the RNA-binding ability of the RBR that we identified in this study to the C-terminus helicase domain of ATRX. We found that while both GST-RBR and F6 bind Repeat A RNA, GST-RBR is able to pull down Repeat A RNA more efficiently (Fig. 2f). Next, we assessed the contribution of ATRX–RBR to its RNA-binding ability. We reasoned that since this region showed the highest interaction with Xist Repeat A RNA fragment by in vitro RBR-ID, its deletion could destabilize and perhaps abolish most ATRX–RNA interactions. We generated baculovirus expressing FLAG-hATRX-HA (ATRX) and a deletion mutant lacking amino acids 400–750 within full-length hATRX (ATRXΔRBR) and purified the tagged proteins by FLAG affinity chromatography from Sf9 cells (Fig. 2b, right). We performed in vitro DNA or RNA IP with these proteins and Xist Repeat A or MBP DNA or RNA. We found that both full-length ATRX and ATRXΔRBR showed weak binding to MBP or Xist Repeat A DNA (Fig. 2g). We also found that similar to the RBR alone, full-length ATRX bound robustly to Xist Repeat A compared with weak binding to MBP RNA (Fig. 2g). ATRXΔRBR showed a significantly weaker interaction with Xist Repeat A and did not interact with MBP RNA. The residual binding that we observe between ATRXΔRBR and Repeat A RNA could be mediated through the helicase domain (Fig. 2f). To determine if deletion of the RBR compromised general RNA binding function of ATRX, we performed a pulldown with recombinant ATRX or ATRXΔRBR proteins and total RNA isolated from MEFs (Fig. 2h and Supplementary Fig. 2d). Our results indicate that when equal amounts of ATRX and ATRXΔRBR are immunoprecipitated (Fig. 2h, western), ATRX pulls down significantly more RNAs than ATRXΔRBR (Fig. 2h, SYBR gold). We conclude that deletion of amino acids 400–750 in hATRX results in overall reduction of interactions between the protein and RNAs.

### ATRXΔRBR displays reduced RNA interactions in vivo

Deletion of the ATRX–RBR in vitro resulted in reduced ATRX–RNA interactions (Figs. 2g and h). We wanted to test whether we could compromise ATRX–RNA interactions in vivo if this same region was disrupted. We turned to a CRISPR Cas9 approach to delete the ATRX–RBR in vivo (Supplementary Fig. 3a)^51,52^. The ATRX–RBR lies within exon 9 of the mouse ATRX gene. To build on our in vitro findings on ATRX-Xist RNA interactions, we targeted female MEFs that express Xist RNA. We designed two guide RNAs (gRNAs) flanking the RBR corresponding to amino acids 400–712 in full-length mouse ATRX. We isolated one clone that contained an in-frame deletion that resulted in the production of a protein that migrated at ≈250 kDa (compared with 280 kDa of WT ATRX) (Fig. 3a). This fragment corresponds to a shortened ATRX protein due to the internal deletion, since no signal was detected in a knock out (KO) clone using the same antibody. We further characterized this clone that we named ATRXΔRBR. Sanger sequencing revealed that the ATRXΔRBR clone does not contain the region between amino acids 459 and 748 (Supplementary Fig. 3b). Our analysis also showed that by western blot, both WT and ATRXΔRBR clones expressed a comparable amount of ATRX protein (Fig. 3a). These results suggest that deletion of the RBR does not cause ATRX protein instability in vivo. ATRX is reported to interact with the histone chaperone DAXX^53–57^. The ATRX–DAXX complex is responsible for the deposition of the histone variant H3.3 at heterochromatic repetitive regions of the genome such as telomeres and pericentromeres and at endogenous retroviral elements and function in repression of these genomic regions^58^. We observed that DAXX protein stability is dependent on ATRX levels. In ATRX knockdown (KD) MEF cell lines where ATRX is acutely depleted, DAXX protein levels were also decreased (Supplementary Fig. 3c). However, DAXX levels were unchanged between WT and ATRXΔRBR (Fig. 3a). To test if ATRX and DAXX proteins interact in vivo in the absence of the RBR, we performed endogenous pulldowns using ATRX antibodies. We found that both ATRX and ATRXΔRBR pulled down DAXX protein (Fig. 3b, Supplementary Fig. 3d). To further confirm the interaction between ATRXΔRBR and DAXX protein, we expressed HA-tagged full-length ATRX or ATRXΔRBR in HEK293 and perform an HA tag immunoprecipitation to test whether DAXX protein was pulled down (Fig. 3c). We found that both WT full-length ATRX and ATRXΔRBR are able to bind DAXX protein in vivo. This is consistent with previous reports that DAXX interacts with ATRX through a C-terminus region close to the helicase domain^56^. We conclude that deletion of RBR does not compromise ATRX interactions with DAXX in vivo.

**Fig. 3:**
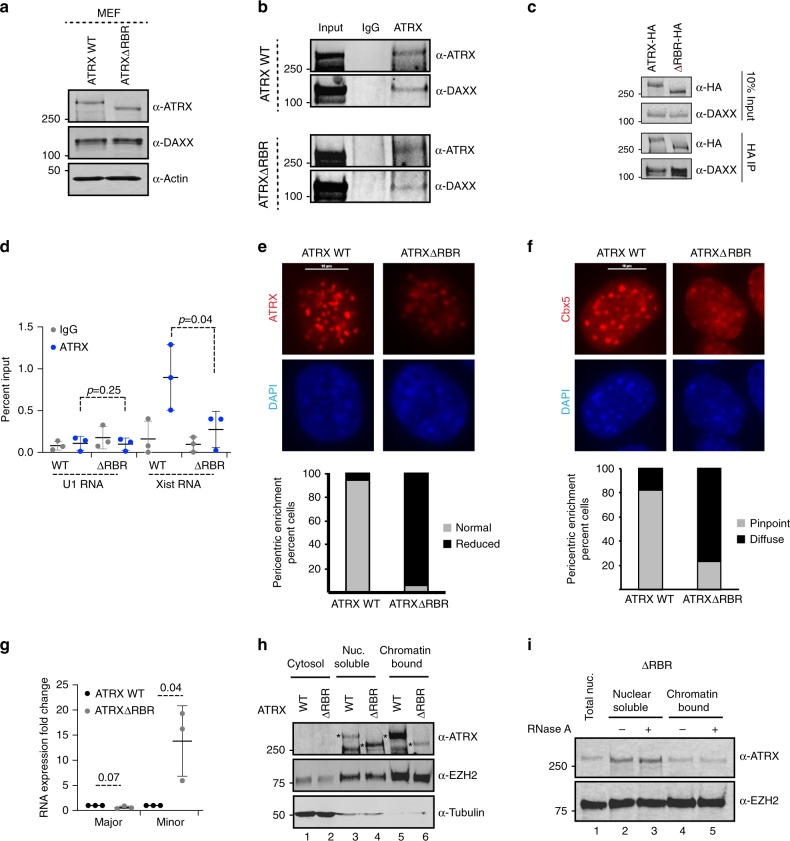
ATRXΔRBR has reduced RNA and chromatin interactions in vivo. **a** Western blot for ATRX, DAXX, and Actin in equal amount (50 μg) of WT and ATRXΔRBR nuclear extract. Representative image from four independent experiments is shown. **b** Endogenous immunoprecipitation (IP) of ATRX from WT and ATRXΔRBR MEFs. IgG is used as a control. Immunoprecipitates are analyzed with ATRX and DAXX antibodies. Source data are provided as a Source Data file. Representative image from three independent experiments is shown. **c** Immunoprecipitation (IP) with HA agarose from HA-ATRX and HA-ATRXΔRBR transfected HEK293. Immunoprecipitated proteins are analyzed with HA and DAXX antibodies. Representative image from three independent experiments is shown. **d** UV-RIP in WT and ATRXΔRBR MEFs as indicated with IgG (gray) or ATRX antibodies (dark blue). qPCR analysis with primers spanning Xist exon 1–3 and U1 snRNAs. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **e** Top—Immunostaining of WT and ATRXΔRBR MEFs with ATRX antibodies (red) and DAPI (blue). Bottom—Quantification of nuclei that show normal (gray) or reduced (black) enrichment of ATRX on centromeric/pericentromeric heterochromatin. WT *n* = 127 and ATRXΔRBR *n* = 189. Scale bar = 10 μm. **f** Top—Immunostaining of Cbx5 (red) in WT and ATRXΔRBR MEFs. Nucleus is stained with DAPI (blue). Bottom—Quantification of nuclei that show normal (gray) or diffuse (black) enrichment of CBX5 on centromeric/pericentromeric heterochromatin. WT *n* = 151 and ATRXΔRBR *n* = 136. Scale bar = 10 μm. **g** RT-PCR analysis of major and minor satellite transcripts in WT and ATRXΔRBR. Data are presented as mean values +/− SEM. *P* values are calculated using two-sided Student’s *t* test. **h** Western blot for ATRX, EZH2, and Tubulin in cytosol, nuclear soluble, and chromatin-bound fractions from WT and ATRXΔRBR MEFs. Positions of full length and ATRXΔRBR are shown with asterisks (*). Representative image from three independent experiments is shown. **i** Western blot for ATRX, and EZH2 in ATRXΔRBR MEF nuclear soluble and chromatin bound fractions obtained with and without RNase A treatment as indicated on top. Representative image from three independent experiments is shown. Source data underlying Fig. 3a–i are provided as a Source Data file.

Deleting the ATRX–RBR reduces its ability to bind Xist Repeat A RNA in vitro (Fig. 2g). ATRX binds Xist and other RNAs in vivo^5,11,39^. Our ATRXΔRBR clone is a female MEF cell line and therefore expresses Xist lncRNA. This allowed us to investigate whether deletion of the RBR in endogenous ATRX affected interaction with Xist RNA in vivo. Using UV cross-linking and immunoprecipitation, we tested the direct interaction between ATRX and Xist RNAs in WT and ATRXΔRBR MEFs^59^ (Fig. 3d). Consistent with previous studies, WT ATRX interacted with Xist RNA in female MEFs. Interestingly, under the same experimental conditions, the ATRXΔRBR interaction with Xist RNA was significantly reduced (Fig. 3d). Neither ATRX nor ATRXΔRBR pulled down any appreciable amount of the abundant nuclear U1 RNA. These results demonstrate that ATRXΔRBR has significantly reduced Xist RNA-binding potential in vivo. The residual binding observed in ATRXΔRBR could be attributed to interactions between the helicase domain and Xist RNA (Fig. 2f).

### ATRXΔRBR shows reduced chromatin association

In MEFs, ATRX is clearly enriched and visualized as bright signals at DAPI dense regions that correspond to constitutive heterochromatin. We examined localization of ATRX to these regions in WT and ATRXΔRBR MEFs by immunofluorescence microscopy. While WT ATRX is able to localize to heterochromatic foci that we defined as regions of the nuclei with dense DAPI signals, ATRXΔRBR enrichment at these regions is significantly lower with over 90% of nuclei showing lower ATRX in ATRXΔRBR cells as compared with WT MEFs (Fig. 3e). Therefore, we conclude that RNA interactions guide ATRX to heterochromatic regions. We examined whether decreased ATRX enrichment from pericentromeres had an effect on Cbx5 localization at these sites. Overall, Cbx5 enrichment at pericentromeres was not affected (Fig. 3f). In WT MEFs, Cbx5 appeared as bright pinpoints that overlapped with DAPI dense regions that correspond to pericentromeres. However, we observed that the Cbx5 immunofluorescence signal, while still present, appeared more spread out and diffuse at pericentromeres in ATRXΔRBR as compared with WT MEFs (Fig. 3f, bottom), suggesting that ATRX presence may help to accumulate or stabilize Cbx5. We also note that the HP1 binding motif (PxVxL) is contained within the RBR^60^. Therefore, we cannot exclude the possibility that at pericentromeres, ATRX enrichment may be determined by a combination of RNA and HP1 interactions.

Pericentric and centromeric heterochromatin are comprised of major and minor satellite repeats, respectively. In recent years, several studies have shown that satellite heterochromatin, that was previously thought to be transcriptionally inert, is transcribed at low levels in many cell types and highly transcribed in some cancers^30,31,34^. This low level of transcription is important for localization of several silencing and chromosome segregation complexes to these regions^61^. We analyzed the expression of satellite RNAs from WT and ATRXΔRBR MEFs. We found that while there was not a significant effect on major satellite transcription, minor satellite transcripts were upregulated over 10-fold in ATRXΔRBR (Fig. 3g). Therefore, ATRX recruitment to centromeres and pericentromeres through its RNA interactions plays an important role in maintenance of repression at these regions.

Our previous results indicate that a substantial fraction of ATRX in the nucleus is tethered to chromatin through its RNA interactions, as evidenced by its release from chromatin upon RNase A treatment (Fig. 1b). Therefore, we hypothesize that an ATRX protein that lacks or is diminished in its ability to bind RNA (ATRXΔRBR) should become untethered from chromatin and become visible in the nuclear soluble fraction. We fractionated WT and ATRXΔRBR MEFs into cytosolic, nuclear soluble and chromatin bound fractions. Deletion of the RBR did not disrupt nuclear localization of ATRX protein (Fig. 3h), further confirming that ATRX∆RBR is a functional protein except for its inability to bind RNA. We found that under our experimental conditions, the majority of WT ATRX is present in the chromatin-bound fraction (Fig. 3h, lane 5). However, under the same conditions, ATRXΔRBR is distributed between nuclear soluble and chromatin-bound fractions, mimicking the behavior of WT ATRX in response to RNase A treatment of nuclei (Fig. 3h, compare lanes 4 and 6). Quantification of ATRX distribution further confirmed that in WT MEFs, ATRX is predominantly nuclear and chromatin bound. In contrast, ATRXΔRBR, although still nuclear, is significantly enriched in the nuclear soluble fraction (Supplementary Fig. 3e). In fact, treatment with RNase A was ineffectual in releasing the residual chromatin-bound fraction of ATRX∆RBR (Fig. 3i), suggesting that (1) all RNA-mediated interactions that tether WT ATRX to chromatin require the RBR at residues 400–750, and (2) a fraction of ATRX remains associated to chromatin in absence of RNA interactions, implying that recruitment of ATRX to genomic targets occurs by at least two distinct modes, one is RNA-dependent and the other is RNA-independent.

### Disruption of RNA interactions with ATRX causes its redistribution on chromatin

To identify regions of the genome that ATRX binds through RNA-dependent and independent mechanisms, we investigated the genome-wide localization patterns for WT ATRX and ATRXΔRBR using CUT&RUN^62,63^. 

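CUT&RUN releases the chromatin fragments bound by an antibody from permeabilized cells, so that the released DNA can be sequenced and regions with many fragments can be called as peaks. ATRX was profiled with the authors' own affinity-purified antibody in 2 replicate libraries of WT MEFs and 2 of ATRXΔRBR MEFs. The authors mapped the reads to the mouse genome (mm10, also named GRCm38) with Bowtie2 and called broad peaks with MACS2 in each library separately. Each deposited list gives the position of a peak, its fold enrichment over the local background and its −log10 q-value. Read depth is not known from such lists, so fold enrichment and q-values of single peaks were not compared between lists. The median peak width was 310 and 335 bp in the WT replicates and 372 and 336 bp in the ATRXΔRBR replicates. A peak was placed at a transcription start site (TSS) when at least 1 bp of it lay within 2 kb of the TSS of any of the 55536 genes of the GENCODE release M21 annotation. Any other peak was placed in a gene body when it touched a gene, and was counted as intergenic otherwise. Peaks of different lists were counted as shared when they overlapped by at least 1 bp. With 2 libraries against 2, the smallest two-sided p that an exact permutation test can give is 0.333, so differences between WT and ATRXΔRBR are given beside the difference between replicates. The authors' list of raw files names a single sequencing run for all WT and ATRXΔRBR libraries.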

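The ATRX list of WT replicate 1 held 9141 peaks and that of WT replicate 2 held 4781. In replicate 1, 31.3% of the peaks lay at a TSS, 37.7% in a gene body and 31.0% in intergenic regions. The shares in replicate 2 were 28.9%, 38.2% and 32.9%. Among the alternative ways of placing peaks, the one that moved the TSS share of replicate 1 most was the use of protein-coding genes only, which gave 25.3%. With peaks of a q-value of 0.01 or less, 5339 peaks remained in replicate 1 and 2636 in replicate 2.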

Using this approach, we identified 9141 regions that showed ATRX enrichment in WT cells of which 54% were located within genes (14% TSS and 40% gene body) and 46% were intergenic (Fig. 4a). A similar analysis in ATRXΔRBR showed that the 6274 enriched regions were almost equally distributed between TSS (28%), gene body (35%), and intergenic regions (37%). 

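In ATRXΔRBR, 6274 peaks were listed in replicate 1 and 4813 in replicate 2. Replicate 1 had 47.2% of its peaks at a TSS, 30.4% in gene bodies and 22.4% in intergenic regions. In replicate 2 these shares were 26.4%, 39.8% and 33.8%. The mean number of ATRX peaks in ATRXΔRBR was 0.796 times that in WT, with a ratio of 0.686 between the lists of replicate 1 and of 1.01 between those of replicate 2.

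**Figure D1:**
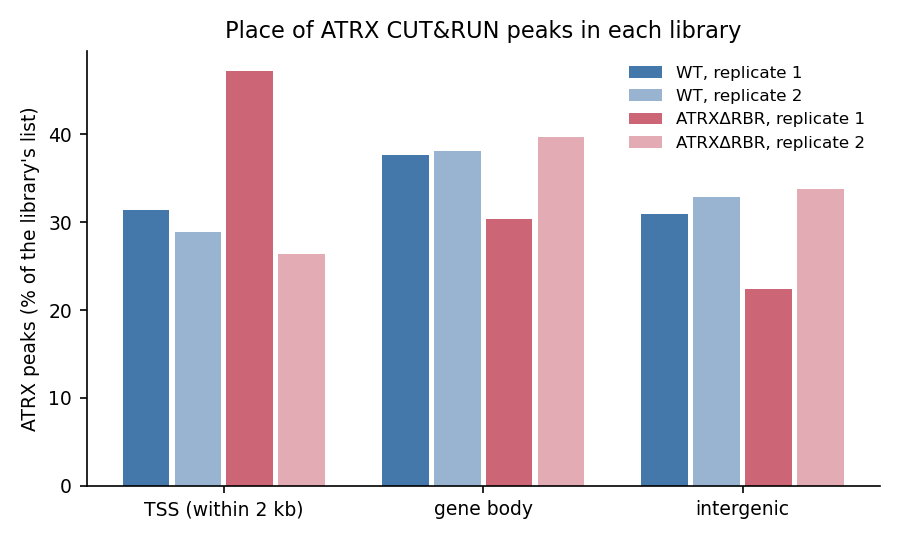
Share of ATRX peaks (percent of each list) at TSS, in gene bodies and in intergenic regions, with a bar for each WT and ATRXΔRBR library. The TSS share of ATRXΔRBR replicate 1 is the highest of the ATRX libraries and that of ATRXΔRBR replicate 2 is the lowest.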

We found that deletion of the RBR in ATRX resulted in the loss of ATRX from a number of regions (Figs. 4b, c). 

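In WT replicate 1, 3229 ATRX peaks were shared with WT replicate 2. Of these, 413 (12.8%) overlapped no ATRX peak of either ATRXΔRBR list. The paper reasons from the regions without ATRXΔRBR that RNA holds ATRX there.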

We conclude that at these sites ATRX depends on its RNA interactions for correct localization.

**Fig. 4:**
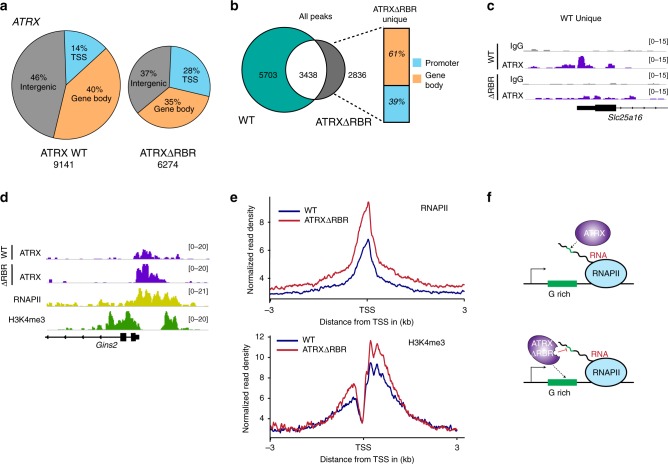
ATRX genome-wide distribution relies on RNA-dependent and independent mechanisms. **a** ATRX and ATRXΔRBR peak distribution in MEFs at TSS, gene body and intergenic sites. **b** Venn diagram of peak overlap between ATRX and ATRXΔRBR. Total number of peaks in each sample and their overlap is shown. The distribution of newly acquired ATRXΔRBR peaks to promoters and gene bodies is indicated in the bar graph. **c** Genome browser view of *Slc25a16* gene showing IgG (gray) and ATRX (purple) CUT&RUN tracks from WT ATRX and ATRXΔRBR cells. **d** Genome browser view of *Gins2* gene showing gain of ATRX signal (purple) in ATRXΔRBR. RNA Polymerase II (RNAPII, yellow) and H3K4me3 (green) ChIP-Seq tracks are shown. **e** Metaplot for RNAPII and H3K4me3 at TSS of ATRX peaks that are unique to WT MEFs (blue) and ATRX peaks that are unique to ATRXΔRBR (red). **f** Model ATRX binds RNAs that contain G-rich motifs and this prevents ATRX accumulation on chromatin (top). Loss of RNA interactions results in relocation of ATRXΔRBR to the G-rich DNA sequences on the gene body (bottom).

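Slc25a16 (ENSMUSG00000071253) lies on the plus strand of chromosome 10 of GRCm38 from 62920633 to 62946498. An ATRX peak from 62920576 to 62920796 covered its TSS in WT replicate 1, with a fold enrichment of 4.16 and a −log10 q-value of 1.85. None of the other ATRX lists had a peak in the gene or its flanks. EZH2 peaks lay at this TSS in both WT lists and in ATRXΔRBR replicate 1. Gins2 (ENSMUSG00000031821) lies on the minus strand of chromosome 8 from 120578633 to 120589304. ATRXΔRBR replicate 1 had an ATRX peak at its TSS from 120589064 to 120589523, with a fold enrichment of 4.64 and a −log10 q-value of 5.01. The list of WT replicate 1 also had an ATRX peak there, from 120589104 to 120589697, with a fold enrichment of 3.99 and a −log10 q-value of 1.80. Replicate 2 of WT and of ATRXΔRBR had no ATRX peak at Gins2, while all WT and ATRXΔRBR lists of EZH2 had a peak at its TSS.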

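Over both replicates, the share of ATRX peaks at TSS was 30.1% ± 1.69 (SD, n = 2 libraries) in WT and 36.8% ± 14.7 (SD, n = 2) in ATRXΔRBR. The difference between the ATRXΔRBR replicates was larger than the difference between these means. Counted by TSS, 3754 and 1880 annotated TSS had an ATRX peak within 2 kb in the WT replicates. In the ATRXΔRBR replicates, 4054 and 1699 TSS had one.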

In our analysis of ATRX distribution in WT and ATRXΔRBR, we observed an increase in the proportion of TSS peaks in ATRXΔRBR (28%) compared with WT (14%). This increase in enrichment at TSS prompted us to examine the overlap between peaks in WT and ATRXΔRBR more closely. 

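Between the lists of replicate 1, 62.4% of the WT ATRX peaks had no overlapping peak in ATRXΔRBR. Between the lists of replicate 2 this share was 33.2%, with 1585 WT peaks lost and 3196 retained. The same comparison between the WT replicates served as a reference for variation in peak calling. Of the peaks of WT replicate 1, 64.7% had no overlapping peak in WT replicate 2, and the reverse share was 33.1%. This reference also holds a difference between replicate numbers, since the list of WT replicate 2 was closer to that of ATRXΔRBR replicate 2 than to the longer one of ATRXΔRBR replicate 1, where 52.2% of its peaks had no counterpart. A loss smaller than this variation is therefore not excluded.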

While there were a significant number of regions (5703) that lost ATRX upon RBR deletion (Fig. 4b), a number of regions retained ATRX (3438) suggesting that at these sites, ATRX may be tethered through RNA interactions mediated by the helicase domain or recruited through RNA-independent mechanisms. We also observed that a sizeable number of sites (2836) gained ATRX in ATRXΔRBR (Fig. 4b). 

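In the lists of replicate 1, 2870 ATRXΔRBR peaks (45.7%) overlapped no WT peak. In those of replicate 2, 1601 peaks (33.3%) did not. Between the ATRXΔRBR replicates themselves, 67.3% of the peaks of replicate 1 and 57.1% of those of replicate 2 were absent from the other list. Of the peaks gained in replicate 1, 13.6% had a counterpart in ATRXΔRBR replicate 2, and 25.9% of the peaks gained in replicate 2 had one in ATRXΔRBR replicate 1. Of 2054 ATRXΔRBR peaks present in both replicates, 147 (7.16%) overlapped no peak of either WT list.

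**Figure D2:**
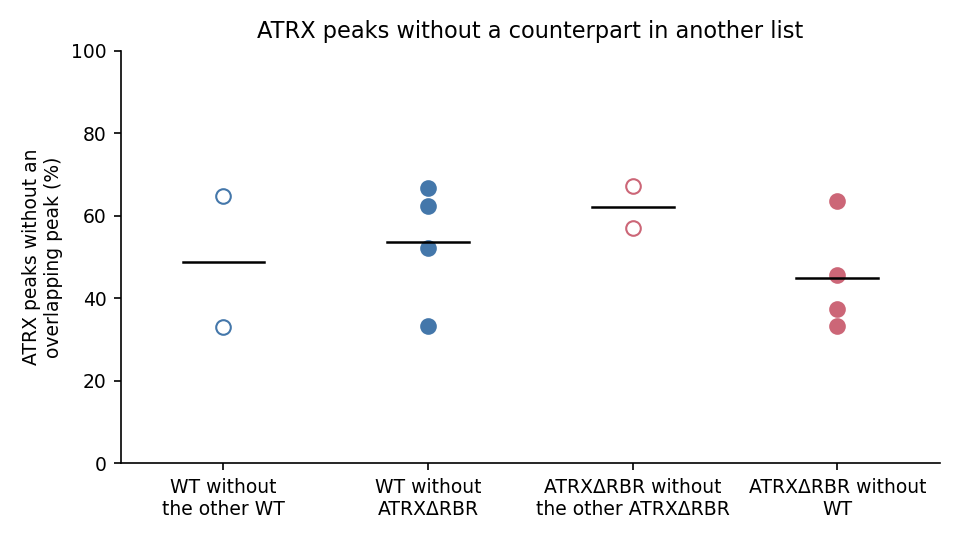
Percent of ATRX peaks without an overlapping peak in another list, for WT against the other WT replicate, WT against ATRXΔRBR, ATRXΔRBR against the other ATRXΔRBR replicate and ATRXΔRBR against WT. Points are pairs of lists and lines are means. Taken over both genotypes, the points between genotypes fall in the same range as those between replicates. For ATRXΔRBR against WT the mean of 45.0% is below the 62.2% between the ATRXΔRBR replicates.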

Further analysis revealed that ATRXΔRBR protein was specifically redistributed to promoter regions that we defined as +/−2 kb surrounding the TSS (39%) and gene bodies (61%). 

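Of the ATRXΔRBR peaks gained in replicate 1, 1551 (54.0%) lay at a TSS and 829 (28.9%) in a gene body. In replicate 2, 29.4% of the gained peaks lay at a TSS and 40.5% in a gene body. For comparison, 25.4% of the peaks lost in replicate 1 lay at a TSS and 41.3% in a gene body. The peaks retained in replicate 1 had a TSS share of 41.2%.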

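The peaks gained in ATRXΔRBR also included intergenic ones. There were 490 of them (17.1% of the gained peaks) in replicate 1 and 482 (30.1%) in replicate 2. When gene bodies and TSS were taken from protein-coding genes only, 23.3% of the peaks gained in replicate 1 were intergenic.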

There was no gain of ATRXΔRBR at intergenic sites. To our surprise, despite being compromised in RNA binding, ATRXΔRBR accumulates at promoters that contain RNA Polymerase II (Fig. 4d, e, and Supplementary Fig. 4a) and H3K4me3 (Fig. 4e), two indicators of active transcription. Analyses of Gro-seq data also show that genes that gain ATRXΔRBR have higher transcriptional output in WT (Supplementary Fig. 4b) as compared with genes that lose ATRX. These results suggest that while ATRXΔRBR becomes enriched at genes that are actively transcribed, its association to these sites is likely mediated by RNA independent interactions.

Since ATRX is known to bind tandem repeat DNA sequences, we tested whether the regions that gain ATRXΔRBR were enriched for specific DNA motifs. We compared regions that gain ATRX to those that lose it upon RBR deletion (Fig. 4b, gray and green areas) and found that ATRXΔRBR bound to DNA sequences that were GC-rich (Supplementary Fig. 4c), consistent with ATRX sequence preference. This preference for GC-rich sequences was also observed at promoter regions that gain ATRXΔRBR (Supplementary Fig. 4d). 

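GC content was computed from the GRCm38 sequence under each peak, and errors are the SD over peaks. In replicate 1, mean GC content was 54.8% ± 10.4 in gained peaks and 49.2% ± 8.81 in lost peaks, a difference of 5.54 percentage points. In replicate 2, it was 50.0% ± 8.65 in gained peaks and 51.4% ± 9.33 in lost peaks, a difference of −1.38 percentage points. Retained peaks had a mean of 52.5% in replicate 1 and 48.6% in replicate 2. For peaks outside TSS, the gained peaks were 2.02 percentage points higher in GC than the lost peaks in replicate 1 and 0.149 points higher in replicate 2. From the base content of the gained regions, the paper proposes that ATRX without RNA contacts turns to the DNA of these sites.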

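At TSS, GC content was 60.0% ± 9.10 (SD over peaks) in the peaks gained in replicate 1 and 56.9% ± 9.84 in those lost, a difference of 3.10 percentage points. In replicate 2 the gained TSS peaks had 56.2% ± 9.75 and the lost ones 58.1% ± 8.90, a difference of −1.95 percentage points.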

We propose that nascent RNAs prevents binding of WT ATRX at these “ectopic” sites that only appear when interactions with RNA are abolished by RBR deletion (Fig. 4f, top). When it is no longer able to bind RNA (ATRXΔRBR), ATRX instead binds the repetitive G-rich DNA at these sites (Fig. 4f, bottom). This is similar to a model proposed for PRC2 where its interaction with chromatin and RNAs is mutually antagonistic and functions to prevent PRC2 association and inappropriate silencing of specific genes^45,64^. Our findings indicate that RNAs function to target ATRX to certain genomic sites while also preventing its occupancy at regions with active transcription where ATRX function is not needed.

### ATRXΔRBR redistribution results in PRC2 complex recruitment

Previous studies have shown that ATRX loss results in loss of PRC2 localization at polycomb target sites suggesting a dependence of PRC2 on the presence of ATRX at some sites^11^. We asked whether ATRXΔRBR binding to ectopic sites results in de novo PRC2 recruitment. 

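EZH2 is the catalytic subunit of PRC2, and H3K27me3 is the histone mark that PRC2 writes. The authors deposited a broad peak list for each of 2 replicate libraries per genotype and target, made in the same way as the ATRX lists. EZH2 peaks had a median width of 466 bp in both WT replicates, and of 556 and 419 bp in the ATRXΔRBR replicates. H3K27me3 peaks were wider, with medians of 1213 and 1267 bp in WT and of 1838 and 1902 bp in ATRXΔRBR. A TSS was counted as occupied by a target when a peak of that target overlapped the window of 2 kb on either side of it. Such counts give presence or absence of a called peak, and read densities at TSS were not analysed here.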

We performed EZH2 and H3K27me3 CUT&RUN to evaluate their distribution in both WT and ATRXΔRBR. As a first step, we analyzed the genes that gain ATRX peaks in ATRXΔRBR. We found that in WT cells, these sites have very low levels of PRC2 occupancy. However, in ATRXΔRBR cells, there is an increased enrichment of EZH2 and H3K27me3 (Supplementary Fig. 5a, b). 

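In replicate 1, 2136 TSS carried a gained ATRX peak. An ATRX peak was also listed within 2 kb at 9.55% of them in WT replicate 1 and at 16.9% in WT replicate 2. An EZH2 peak was present in WT at 90.9% of these TSS in replicate 1 and at 86.3% in replicate 2. Over all annotated TSS, the corresponding shares were 26.4% and 24.1%. At the 1868 TSS with an ATRX peak lost in replicate 1, they were 89.2% and 80.5%. An H3K27me3 peak was present in WT at 1.92% and 2.81% of the TSS with a gained ATRX peak. Over all annotated TSS, 11.8% and 12.7% had an H3K27me3 peak in WT. Of the TSS with a lost ATRX peak, 3.00% and 2.73% had one.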

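At the TSS that gained an ATRX peak in replicate 1, an EZH2 peak was present in ATRXΔRBR at 93.3% in replicate 1 and at 68.3% in replicate 2. An H3K27me3 peak was present in ATRXΔRBR at 3.32% and 2.90% of them. At the TSS with a lost ATRX peak, the shares in the ATRXΔRBR replicates were 84.2% and 61.5% for EZH2. For H3K27me3 they were 4.07% and 4.12%.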

We observed this in two independent biological replicates (Supplementary Fig. 5a, b). 

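Of the 626 TSS that gained an ATRX peak in replicate 2, 319 (51.0%) had an ATRX peak in WT replicate 1. The share of all 626 TSS with an EZH2 peak was 88.3% and 79.4% in the WT replicates and 86.3% and 74.4% in the ATRXΔRBR replicates. The share of these TSS with an H3K27me3 peak was 2.72% in both WT replicates and 3.67% and 4.15% in the ATRXΔRBR replicates.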

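Taking the TSS that gained ATRX in replicate 1, the mean share with an EZH2 peak was 88.6% ± 3.21 (SD, n = 2 libraries) in WT and 80.8% ± 17.7 (SD, n = 2) in ATRXΔRBR. The spread of the ATRXΔRBR replicates was larger than the difference between the means. In a stricter set, 110 TSS had an ATRX peak in both ATRXΔRBR replicates and in neither WT replicate. Of these, 96.4% and 90.0% had an EZH2 peak in the WT replicates and 96.4% and 90.9% in the ATRXΔRBR replicates.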

Examining all TSS that gained ATRXΔRBR revealed that all these regions contained higher levels of ATRX and EZH2 as compared with the same sites in ATRX WT (Fig. 5a, b). Surprisingly, while H3K27me3 levels were modestly increased at some sites (Supplementary Fig. 5b), the overall levels of H3K27me3 did not show a significant increase at the new ATRX sites (Fig. 5a, c). Therefore, ectopic recruitment of ATRXΔRBR resulted in increased PRC2 occupancy.

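The mean share of TSS with a gained ATRX peak that carried an H3K27me3 peak was 2.36% ± 0.629 (SD, n = 2 libraries) in WT and 3.11% ± 0.298 (SD, n = 2) in ATRXΔRBR. Of the TSS that gained ATRX in both ATRXΔRBR replicates, 3.64% had an H3K27me3 peak in each WT replicate. In ATRXΔRBR the shares for these TSS were 4.55% and 3.64%.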

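Counting new peaks of both targets, 75 TSS in replicate 1 and 15 in replicate 2 carried a gained ATRX peak and had an EZH2 peak in ATRXΔRBR but none in WT. The paper's conclusion rests on the read density of EZH2 over all TSS that acquired ATRX, compared between both genotypes.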

**Fig. 5:**
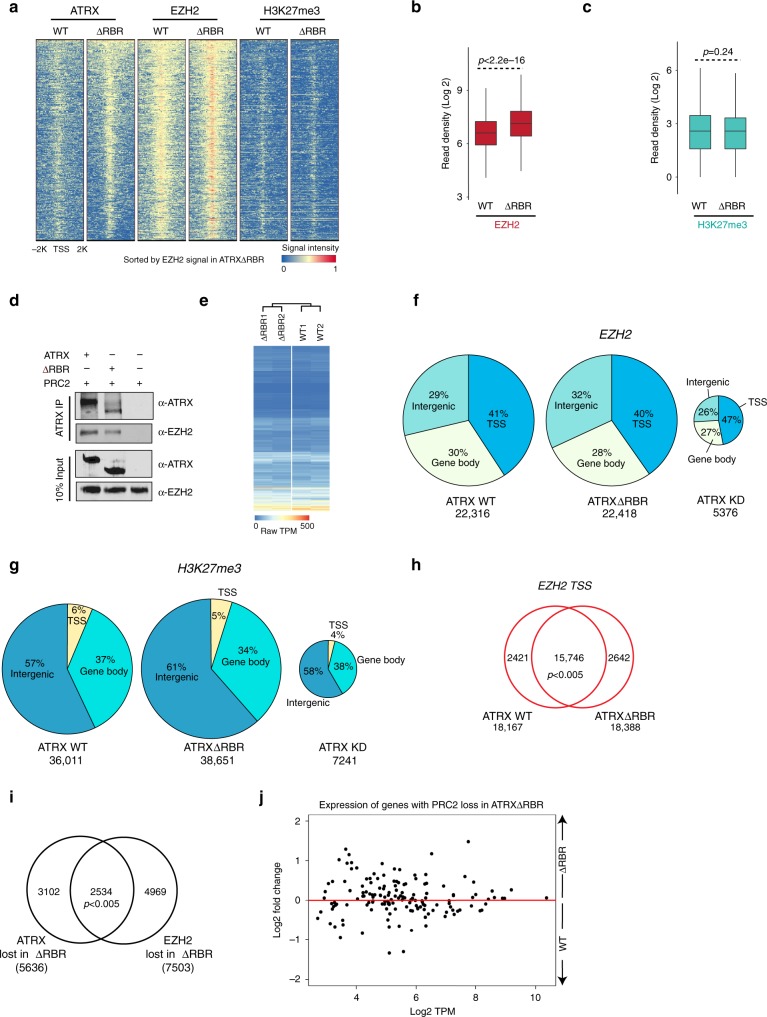
ATRXΔRBR accumulation at ectopic sites results in recruitment of PRC2 and results in derepression of a subset of PRC2 targets. **a** Heatmaps of ATRX, EZH2, and H3K27me3 signal across all TSS that acquire ATRX signal in ATRXΔRBR, sorted by ATRXΔRBR EZH2 signal. **b**, **c** Boxplots of read densities (Log2 scale) in WT ATRX and ATRXΔRBR for EZH2 (red) and H3K27me3 (teal) at ATRX peaks that are acquired at TSS in ATRXΔRBR. Each boxplot represents median (center line), interquartile range (box), and min-max range (whiskers). Read densities are computed over 2600 TSS that acquire ATRX in ATRXΔRBR. *P* values are calculated using two-sided Student’s *t* test. **d** Co-IP of ATRX, ATRXΔRBR, and PRC2 as indicated. Western blot detection using ATRX and EZH2 antibodies. Source data are provided as a Source Data file. Representative image from three independent experiments is shown. **e** Heatmap showing expression of genes that acquire ATRX peaks at TSS in ATRXΔRBR compared with their expression in WT ATRX cells. **f** EZH2 peak distribution in WT, ATRXΔRBR, and ATRX KD MEFs at TSS, gene body and intergenic sites. Total peak number is shown for each sample. **g** H3K27me3 peak distribution in WT, ATRXΔRBR and ATRX KD MEFs at TSS, gene body and intergenic sites. Total peak number is shown for each sample. **h** Venn diagram showing overlap between TSS that contain EZH2 in ATRX and ATRXΔRBR. Total number of peaks in each sample and their overlap is shown. *P* < 0.005, hypergeometric distribution. **i** Venn diagram showing overlap between genes that lose ATRX and EZH2 in ATRXΔRBR. Gene numbers in each sample and their overlap is shown. *P* < 0.005, hypergeometric distribution. **j** MA plot showing RNA-Seq TPM of 152 genes that lose EZH2 from TSS in ATRXΔRBR MEFs. A positive Log2 Fold Change indicates derepression in ATRXΔRBR.

ATRX and PRC2 are known to interact through a region within ATRX that overlaps the RBR^65^. To determine whether PRC2 recruitment to ectopic sites could be through its interactions with ATRX, we tested if PRC2 interacts with ATRXΔRBR in vitro. Immunoprecipitation experiments showed that deletion of the RBR did not alter the ability of ATRX to bind PRC2 (Fig. 5d), suggesting that ATRXΔRBR localization to ectopic sites can directly recruit PRC2. Next, we analyzed the effect of ATRX redistribution and consequent PRC2 recruitment on gene expression levels. 

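RNA-Seq of polyadenylated RNA was made from 2 replicate libraries each of WT, ATRXΔRBR and ATRX KD MEFs. The authors aligned the reads with STAR and deposited the counts per gene that RSEM estimated, together with TPM. The estimated counts of a library summed to 13320647 and 11856674 in WT, 9574196 and 13694792 in ATRXΔRBR and 9051712 and 21723597 in ATRX KD. Mitochondrial genes held between 2.13% and 2.77% of the counts. The estimated counts were rounded to whole numbers and normalized with edgeR's TMM method. Genes with more than 10 counts in total over the 4 libraries of a comparison were tested with edgeR's quasi-likelihood test. Atrx (ENSMUSG00000031229, minus strand of chromosome X from 105797615 to 105929403) was examined in every library to check the labels. It had 8278 and 5195 counts in WT, 3531 and 4291 in ATRXΔRBR and 3768 and 11891 in ATRX KD. Scaled to library size (CPM), this was 531 ± 138 (SD, n = 2) in WT and 342 ± 44.0 (SD, n = 2) in ATRXΔRBR, a log2 fold change of −0.63 (standard error 0.22, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Against WT, the log2 fold change in ATRX KD was −0.15 (standard error 0.21, adjusted p = 0.60 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On the scale of mean TPM with a pseudocount of 1, the log2 fold change of Atrx was 1.17 in ATRX KD, so its direction depended on the scale. The paper shows ATRX protein depleted in ATRX KD MEFs by western blot, which RNA does not measure. Since Atrx RNA was not detectably lower in the ATRX KD libraries, these are called the libraries labelled ATRX KD. Their raw file names have another form than those of WT and ATRXΔRBR and name no sequencing run, so a difference from WT could come from either the knockdown or a batch.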

Comparison of gene expression in WT and ATRXΔRBR showed that out of 15,614 genes, 973 were differentially expressed in ATRXΔRBR. 

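Of 16334 genes tested, 1119 had an adjusted p-value under 0.05 in ATRXΔRBR, 455 higher and 664 lower than in WT (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 called 1123 genes at this threshold and 1417 at 0.1. Among the settings chosen beforehand, keeping only genes with at least 10 counts in every library changed the number by the largest factor, to 597. Decr1 (ENSMUSG00000028223, chromosome 4) fell from 241 and 231 counts in WT to 0 in both ATRXΔRBR libraries. It was at least 146-fold lower (adjusted p = 0.00034 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Bicd1 (ENSMUSG00000003452, chromosome 6), with 137 and 200 counts in WT, and Mageh1 (ENSMUSG00000047238, chromosome X), with 163 and 109, were also at 0 in both ATRXΔRBR libraries. Bicd1 was at least 105-fold lower and Mageh1 at least 83.2-fold lower. The ATRXΔRBR cells are a clone, and a change of the clone other than the RBR deletion is not excluded for Decr1 and Bicd1. Mageh1 was also at 0 in both libraries labelled ATRX KD, which a change found only in this clone does not predict. Of the rises, Gm47015 (ENSMUSG00000112907, chromosome 10) went from 1 count in each WT library to 97 and 106, and Gm4316 (ENSMUSG00000110537, chromosome 8) from 1 and 2 counts to 90 and 171. Gm49388 (ENSMUSG00000108815, chromosome 7) rose from 0 to 27 and 99 counts, but it overlaps Setd1a and Hsd3b7 on the same strand, and Gm4316 overlaps Gm20388, so that the assignment of their reads is uncertain. Of 18 genes that the paper names, 0 were called over all genes tested and 0 adjusted over the list alone, and 5 had an unadjusted p under 0.05.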

Surprisingly, we found that most of the 1847 genes that acquired ATRXΔRBR and PRC2 did not show an obvious change in expression (Fig. 5e), suggesting that this newly recruited PRC2 was not able to deposit H3K27me3. 

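Of the genes whose TSS gained both an ATRX and an EZH2 peak in replicate 1, 61 were tested. Their median log2 fold change in ATRXΔRBR was 0.018, with quartiles of −0.20 and 0.32, and 4 of them were called. As a set they did not differ from the other genes (camera with a preset correlation, p = 0.32, and fry, p = 0.21). With a minimum of 5 TPM in every library, the median was −0.054. A wider set, chosen after seeing the data, held the 1798 tested genes that gained an ATRX peak at the TSS, with a median of 0.0090 and 55 called genes. Of these, 1726 also had an EZH2 peak in ATRXΔRBR, with a median of 0.013 and 46 called genes. The paper proposes from unchanged expression that the new PRC2 could not deposit H3K27me3. It also measured H3K27me3 read density at the TSS that acquired ATRX and found no significant rise.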

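A WT EZH2 peak overlapped 16640 annotated genes in replicate 1 and 15171 in replicate 2, counting the gene and 2 kb before its TSS. A gained ATRX peak overlapped 2886 genes in replicate 1 and 1230 in replicate 2.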

We compared the degree of PRC2 accumulation at these new sites to PRC2 levels at bona fide polycomb targets, defined as those containing peaks of EZH2 enrichment. 

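Of 21954 protein-coding genes, 11071 had an EZH2 peak at the TSS in WT replicate 1 and 10241 in WT replicate 2. An H3K27me3 peak of the same replicate was present at 16.7% and 17.6% of these TSS. In replicate 1, genes with an EZH2 and no H3K27me3 peak had a median expression in WT of 34.3 TPM. Genes with both peaks had a median of 0.105 TPM.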

While EZH2 accumulation at the new sites almost reached levels seen at polycomb targets (Supplementary Fig. 5d), we found that H3K27me3 accumulation did not (Supplementary Fig. 5e). These findings are consistent with an inhibitory effect of nascent RNAs from active transcription sites on the catalytic activity of PRC2^20,22,66–68^.

### RBR deletion results in PRC2 loss at some polycomb targets

To gain a genome-wide view on how deletion of ATRX–RNA binding alters PRC2 localization, we analyzed EZH2 and H3K27me3 distribution in WT and ATRXΔRBR MEFs. As a control, we used ATRX knockdown (ATRX KD) cells that have previously been shown to lose EZH2 enrichment at PRC2 target genes. 

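The EZH2 lists of WT held 22316 and 18351 peaks. In replicate 1, 52.4% of them lay at a TSS, 27.4% in gene bodies and 20.3% in intergenic regions. In replicate 2, these shares were 57.6%, 24.6% and 17.8%.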

Analysis of peak distribution in WT MEFs showed that EZH2 peaks (22,316) were almost equally distributed between transcription start sites (TSS, 41%), gene bodies (30%) and intergenic sites (29%) (Fig. 5f). 

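In ATRXΔRBR, 22418 EZH2 peaks were listed in replicate 1 and 11408 in replicate 2. Their shares at TSS, in gene bodies and in intergenic regions were 50.2%, 26.5% and 23.3% in replicate 1. In replicate 2 they were 66.5%, 19.9% and 13.7%. The mean number of EZH2 peaks in ATRXΔRBR was 0.832 times that in WT. The ratio was 1.00 between the lists of replicate 1 and 0.622 between those of replicate 2.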

In ATRXΔRBR, the number of enriched regions (22,418) and their distribution was very similar to WT cells with 40% at TSS, 28% at gene bodies and 32% intergenic sites (Fig. 5f). Consistent with previous studies, ATRX KD resulted in a significant reduction in EZH2 enriched regions (5376). 

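The libraries labelled ATRX KD had 5376 and 7093 EZH2 peaks, with a mean 0.307 times that of WT. Each of these lists was shorter than both WT lists, with ratios of 0.241 and 0.387 between lists of the same replicate number. The EZH2 peaks of ATRX KD had median widths of 418 and 448 bp, and 74.6% and 72.2% of them lay at a TSS. Gene bodies held 13.6% and 14.5% of them and intergenic regions 11.8% and 13.3%. The lists of the libraries labelled ATRX KD also differed from the others in the strength of their strongest peaks. Their largest −log10 q-values for EZH2 were 179 and 178, and those of the WT and ATRXΔRBR lists lay between 20.5 and 36.8.

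**Figure D3:**
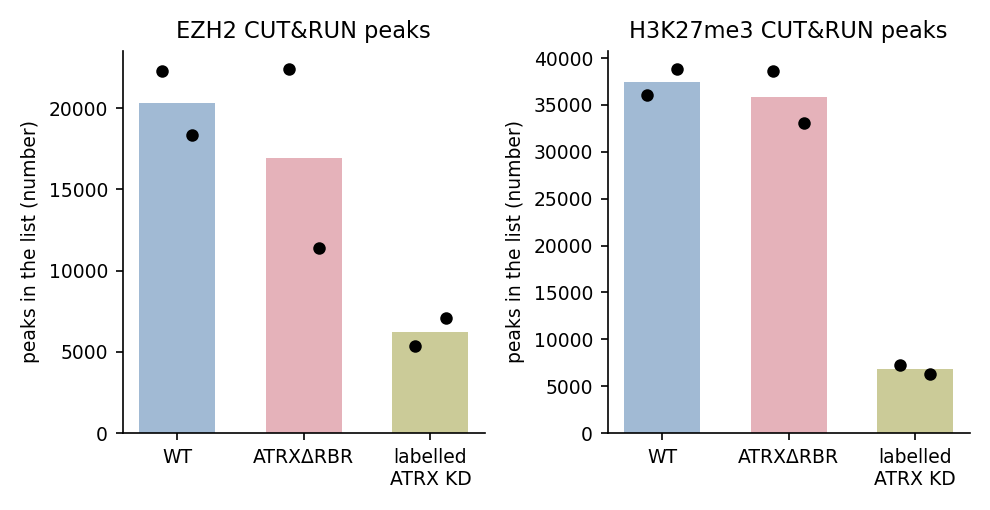
Number of EZH2 and H3K27me3 peaks in WT, ATRXΔRBR and ATRX KD, with bars for the mean and points for the 2 libraries. The ATRX KD lists of both targets are shorter than all WT and ATRXΔRBR lists.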

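The H3K27me3 lists held 36011 and 38832 peaks in WT and 38651 and 33105 in ATRXΔRBR. The mean number in ATRXΔRBR was 0.959 times that in WT, with ratios of 1.07 and 0.853 between lists of the same replicate number. The covered length moved the ratio most, since the peaks of ATRXΔRBR together covered 1.24 times as many base pairs as those of WT.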

H3K27me3 also showed similar trends with the number of enriched sites not showing large differences when we compared ATRX WT to ATRXΔRBR (36,011 in ATRX WT and 38,651 in ATRXΔRBR). 

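In the WT replicates, 17.3% and 17.1% of the H3K27me3 peaks lay at a TSS, 37.7% and 37.6% in gene bodies, and 45.0% and 45.2% in intergenic regions. In the ATRXΔRBR replicates, the TSS shares were 17.5% and 17.9%. The shares in gene bodies were 34.5% and 34.2%, and 47.9% of the peaks were intergenic in both.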

The distribution of H3K27me3 peaks in TSS, gene body and intergenic regions was also not different between ATRX WT and ATRXΔRBR (Fig. 5g). 

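The libraries labelled ATRX KD had 7241 and 6336 H3K27me3 peaks, with a mean 0.181 times that of WT and ratios of 0.201 and 0.163 between lists of the same replicate number. These peaks covered 6369884 and 5596812 bp, against 102989054 and 118350404 bp in the WT replicates. At TSS lay 25.8% and 26.9% of them, in gene bodies 30.5% in both and in intergenic regions 43.7% and 42.6%.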

Similar to EZH2, ATRX KD cells showed a significant loss of H3K27me3 enrichment at all sites (Fig. 5g). 

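Genes with an EZH2 peak at the TSS in WT replicate 1 were taken as polycomb targets. In ATRXΔRBR, the 10676 tested polycomb genes had a median log2 fold change of −0.017 and the 5658 other genes one of −0.0088. The sets did not differ in camera with a preset correlation between genes (p = 0.78), while fry gave p = 0.0049 for the polycomb genes. With at least 5 TPM in every library, fry gave p = 0.87 and camera with a preset correlation p = 0.51. Of the polycomb genes, 679 had an adjusted p-value under 0.05 in ATRXΔRBR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).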

Further analysis of global changes in gene expression between ATRX WT, ATRXΔRBR, and ATRX KD showed that at both non-polycomb target genes and polycomb target genes, ATRXΔRBR did not show obvious derepression. In comparison, in ATRX KD, both these groups of genes were upregulated to a greater extent (Supplementary Fig. 6a, b).

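In the libraries labelled ATRX KD, 16785 genes were tested against WT, and 5538 of them were called, 2551 higher and 2987 lower (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With TMM normalization, the median log2 fold change was −0.024 in the 10777 polycomb genes and −0.0089 in the 6008 non-polycomb genes. Neither camera with its preset correlation (p = 0.98) nor fry (p = 0.10) separated the sets. With DESeq2's size factors, fry gave p = 0.0064 and camera with a preset correlation p = 0.99. Of the polycomb genes, 3999 were called. The direction depended on the scale. On the scale of mean TPM with a pseudocount of 1, the medians in ATRX KD were 0.18 for polycomb and 0.13 for non-polycomb genes, and in ATRXΔRBR they were 0.038 and 0.030.

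**Figure D4:**
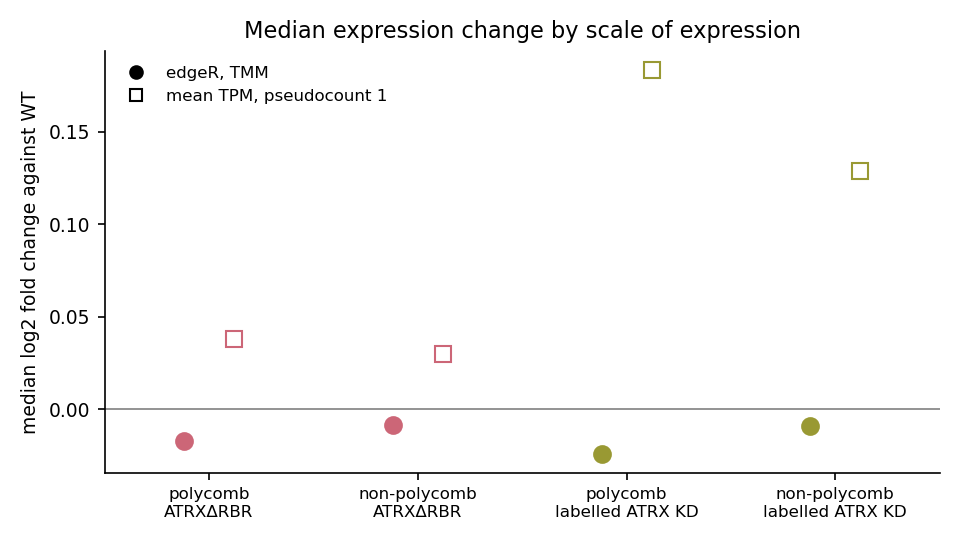
Median log2 fold change against WT of polycomb and non-polycomb genes in ATRXΔRBR and ATRX KD. Circles are edgeR's fold changes with TMM normalization and squares are log2 ratios of mean TPM with a pseudocount of 1, and only the squares of ATRX KD lie well above 0.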

Next, we examined how loss of ATRX–RNA binding impacted PRC2 recruitment. First, we determined the overlap between ATRX and PRC2 peaks in WT. 

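In WT replicate 1, 5969 of the ATRX peaks (65.3%) overlapped an EZH2 peak of the same replicate. In replicate 2, 2987 ATRX peaks (62.5%) did. Seen from EZH2, 26.7% and 16.3% of its peaks overlapped an ATRX peak. When the ATRX peaks were placed at random within their chromosomes, the share on EZH2 peaks was 1.13% ± 0.121 (SD over 100 shuffles) in replicate 1 and 0.941% ± 0.159 in replicate 2. The highest shares in a shuffle were 1.37% and 1.52%.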

We found that ATRX and PRC2 shared occupancy at a large number of peaks (5969) (Supplementary Fig. 6c) and there was positive correlation between the datasets (Supplementary Fig. 6d). 

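An EZH2 peak was found within 2 kb of 14634 and 13387 TSS in the WT replicates and of 14192 and 9899 TSS in the ATRXΔRBR replicates. In replicate 1, 12760 TSS had an EZH2 peak in both genotypes.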

We examined PRC2 distribution at TSS in WT and ATRXΔRBR and found that the majority of EZH2 sites identified in WT cells retained EZH2 in ATRXΔRBR (Fig. 5h). Only a small fraction of TSS sites (2421) lost EZH2 in ATRXΔRBR (Fig. 5h). 

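In replicate 1, 1874 TSS (12.8% of those with EZH2 in WT) had an EZH2 peak in WT and none in ATRXΔRBR. In replicate 2, 3588 TSS (26.8%) lost it. As a reference, 1894 TSS (12.9%) had an EZH2 peak in WT replicate 1 and none in WT replicate 2, and 647 TSS (4.83%) had one in WT replicate 2 only. Of 12740 TSS with an EZH2 peak in both WT replicates, 424 (3.33%) had none in either ATRXΔRBR replicate.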

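The overlap was tested among the 5278 genes that had both an ATRX and an EZH2 peak in WT replicate 1. Of these, 3200 lost an ATRX peak in ATRXΔRBR and 1554 lost an EZH2 peak. Both were lost in 1254 genes, against 942 expected by chance (odds ratio 3.82, exact hypergeometric test, p = 2.9e-88). In replicate 2, 2773 genes had both peaks in WT, 1219 lost ATRX, 1253 lost EZH2 and 652 lost both, against 551 expected (odds ratio 1.82, exact hypergeometric test, p = 4.7e-15). The same test between the WT replicates gave 1322 genes with an ATRX peak and an EZH2 peak of replicate 1 absent from replicate 2. The odds ratio was 1.80 (exact hypergeometric test, p = 9.9e-17). In each of these tests, a gene that lost a peak could keep other peaks of the same target.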

A gene level analysis showed a significant overlap between genes that lose ATRX and EZH2 in ATRXΔRBR (Fig. 5i). 

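TSS with an EZH2 peak in only one genotype were taken from replicate 1, and their genes were kept when they had at least 5 TPM in every WT and ATRXΔRBR library. Of the genes that lost EZH2 in ATRXΔRBR, 12 of 278 (4.32%) were at least 2-fold higher in mean TPM. Of the genes that gained EZH2, 15 of 559 (2.68%) were (odds ratio 1.64, two-sided Fisher's exact test, p = 0.22). Falls of at least 2-fold were found in 5 of the genes that lost EZH2 (1.80%) and 3 of those that gained it (0.537%, Fisher's exact test, p = 0.12). With edgeR's fold changes in place of TPM ratios, the numbers of higher genes were 13 and 11 (Fisher's exact test, p = 0.045). Without the TPM minimum and with a pseudocount of 1, the genes that lost EZH2 had the lower share, by −0.462 percentage points (Fisher's exact test, p = 0.39).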

We examined the expression of polycomb genes that lose or gain EZH2 in ATRXΔRBR, and found that genes that lose EZH2 are more likely to be derepressed by twofold or more as compared with genes that gain EZH2 (Fisher’s exact test, *P* = 0.029) (Fig. 5j). We tested if the extent of derepression observed at some polycomb target genes upon loss of ATRX–RNA interactions is comparable to loss of PRC2. We examined expression of Parp12 and Rnf40, two polycomb target genes in WT MEFs, ATRXΔRBR, and MEFs treated with an EZH2 histone lysine methyltransferase inhibitor, Tazemetostat^69^. We found that both Parp12 and Rnf40 are upregulated to the same extent in ATRXΔRBR and in WT MEFs after treatment with EZH2 inhibitor (Supplementary Fig. 6e). As expected, expression levels of Actin, a non-polycomb target is unchanged. Thus ATRX–RNA interactions regulate repression of a subset of polycomb target genes.

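The direction of the difference in derepression depended on 1 library. Genes that lost EZH2 were derepressed more often than genes that gained it by 1.63 percentage points with all libraries, and without WT replicate 2 the difference was −0.694 percentage points. The paper's conclusion joins this comparison with its RT-PCR of Parp12 and Rnf40.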

## Discussion

ATRX is an RNA-binding protein that functions in many biological processes including X chromosome inactivation, polycomb repression, heterochromatin maintenance and telomere protection. While ATRX in complex with the DAXX histone chaperone and their function in histone H3.3 deposition has been studied to an appreciable extent, the role of its RNA interactions remains less clear. ATRX interacts with Xist lncRNA on the Xi and this interaction plays a role in regulating PRC2 enrichment on the Xi^11^. ATRX also binds the muscle specific ChRO1 lncRNA and this interaction is important for the deposition of the histone variant H3.3 at satellite repeats and organization of constitutive heterochromatin^41^. On the contrary, previous studies have shown that ATRX interactions with the TERRA non-coding RNA antagonize ATRX localization to telomeres^5^. In these studies, knockdown of TERRA result in increased presence of ATRX at telomere. These examples highlight the divergent roles of ATRX–RNA interactions in specific contexts. While these individual examples provide insight into molecular mechanisms of ATRX in specific processes, they do not query general roles of RNA interactions in the genome-wide targeting and function of ATRX.

Here, we identify and disrupt the ATRX–RBR that allowed us to directly interrogate the functional consequence of loss of ATRX–RNA interactions. Using a cross-linking and mass spectrometry approach we identify RBRs across ATRX. We found a major RBR that is harbored in the N terminal of the protein and is distinct from its histone binding and chromatin remodeler domains (Fig. 2). Deletion of the RBR significantly destabilizes ATRX–RNA interactions in vitro and in vivo without affecting protein stability (Figs. 2 and 3). ATRX that is defective in RNA binding (ATRXΔRBR) showed diminished localization to chromatin (Fig. 3). ATRX localization to chromatin is not entirely dependent on its interactions with RNA. Other targeting mechanisms may include interactions with other proteins, DNA, and modified histones (H3K9me3) that are recognized by the PHD fingers at the N terminus of the protein. Our studies show that loss of RNA interactions results in loss of ATRXΔRBR from some ATRX target genes and gain at other sites that correlate with genes that are actively transcribed (Fig. 4). In agreement with our finding, a recent study showed that in cancer cell lines that harbor ATRX deletions that result in loss of the RNA binding region, the mutant ATRX relocates to active gene promoters^70^. In our study, the gain of ATRX at these sites is correlated with increased PRC2 complex occupancy (Fig. 5). These newly established ATRX/PRC2 sites do not accumulate the same extent of PRC2 or H3K27me3 as bona fide PRC2 target sites, even though the interaction between PRC2 and ATRXΔRBR is not compromised. This suggests that PRC2 activity and stable association to specific sites could be regulated by additional factors. Our results point to a model where at some sites ATRX–RNA-binding functions to recruit ATRX, and at other regions functions antagonistically to prevent ectopic ATRX localization. Several studies have shown that the localization of the PRC2 complex is similarly altered by its ability to interact with distinct RNAs^2^. Our findings also suggest that the localization of the PRC2 complex to many regions is not dependent on the interaction between ATRX and RNA, but rather the presence or absence of ATRX at these sites. Consistently, regions of the genome that contain ATRX overlap significantly with those that contain EZH2. We find that ATRX–RNA interactions regulate the recruitment of PRC2 to only a subset of polycomb target sites that become derepressed in response to PRC2 loss (Fig. 5).

ATRX is a highly mutated protein in many cancers^6,71–74^. Numerous missense mutations in ATRX have been discovered by whole-exome sequencing of cancers and these reside in the region of ATRX that we have found is able to regulate RNA interactions. Indeed, small deletions and point mutations within this region significantly reduce ATRX localization to heterochromatin^75,76^ and it is therefore conceivable that the ATRX localization defects observed in these mutants may be due to deficiencies in RNA binding.

ATRX localizes to repetitive areas of the genome such as centromeric and pericentromeric heterochromatin, the Xist gene and other variable number tandem repeats. A common theme in all these regions is their ability to produce repetitive RNAs. Dysregulation of repetitive elements is common in many cancers. Recent studies have shown that some fusion oncoproteins can cause transcription of specific microsatellite repeats that can adopt capabilities of active enhancers^77^. Further studies directed toward identifying the RNA interactome of ATRX and uncovering the structural and molecular mechanisms utilized for specific transcript recognition will provide clues to understanding how ATRX is recruited. This can reveal pathways that are deregulated in cancers with compromised ATRX function that can then be exploited in the development of novel therapies.

## Methods

### Cell lines and cell culture

Female mouse embryonic fibroblast cells (MEFs) (ATRX WT, KO, ΔRBR, and KD) were cultured in DMEM supplemented with 10% FCS (GemCell U.S. Origin SuperCalf Serum #100-510). Parental MEFs were obtained from the laboratory of Dr. Jeannie T. Lee. ATRX KD MEFs were generated using shRNA^11^, selected with puromycin. *Spodoptera frugiperda* (Sf9) insect cells were obtained from Expression Systems and grown in Expression Systems ESF 921 media (Fisher #NC9541308) or HyClone CCM3 media (GELifeSciences #SH30065.02) at 27 °C.

To generate ATRXΔRBR MEF lines with CRISPR/cas9, two ATRX guide RNAs flanking the RBR were cloned into pX459 (pSpCas9(BB)-2A-Puro) and transfected into MEFs. Genomic DNA from potential ATRXΔRBR clones was isolated using QuickExtract (Epicentre # QE09050). Briefly, once cells were confluent, cell culture media was removed, 25 µl of QuickExtract (ice cold) was added and incubated on ice for 5 min. After incubation, the cells were resuspended in the QuickExtract solution and transferred to a PCR tube. The samples were heated at 65 °C for 6 min followed by 98 °C for 2 min. One to two microliters of genomic DNA were used to amplify the region of interest by PCR using Taq polymerase (Bioline # BIO-25042). Fragments with a potential deletion were sequenced.

MEF cells were treated with 3 μM EZH2 inhibitor (Tazemetostat EPZ-6438) for 5 days. RNA was extracted with Trizol (Thermo Fisher #15596018) and processed for reverse transcription reaction as per the manufacturer’s instructions at 37 °C for 1 h, and then 1 µg RNA was used for reverse transcript with random primer. Primers used are listed in Supplementary Table 1.

### Nuclear fractionation

Forty million cells were used for each fractionation. Cells were washed with 2 ml Buffer A (10 mM HEPES pH 7.9, 5 mM MgCl_2_, and 0.25 M sucrose) per 10 million cells. Fresh 0.5 mM DTT, 0.2 mM PMSF, and 50× protease inhibitors were added and the cells were centrifuged at 2500 × *g* for 5 min at 4 °C. The supernatant was discarded, and the pellet resuspended in 500 µl Buffer A containing 0.2% NP-40 per 10 million cells and lysed on ice for 5 min. The cells were spun down at 2500 × *g* for 5 min at 4 °C and the supernatant was collected (cytosolic extract). The pellet was resuspended in 1 ml of Buffer A without detergent. Two hundred microliters (20%) was collected, spun down and resuspended in BC500 buffer (25 mM Tris pH 7.6, 0.2 mM EDTA, 500 mM KCl, 10% glycerol) and treated as the nuclear extract plus nuclear pellet fraction. The remaining 800 µl were split into two tubes with 400 µl each, spun down at 2500 × *g* for 5 min at 4 °C and pellets resuspended in 160 µl of Buffer B containing 300 mM NaCl (10 mM HEPES pH 7.9, 0.1 mM EDTA, 1.5 mM MgCl_2_, and 25% glycerol). Ten micrograms of RNase A (Roche Boehringer Mannheim cat#10109169001) was added to one of the tubes and both were incubated on ice for 60 min. The nuclei were spun down at 18,000 × *g* for 15 min and the supernatant was collected and labeled nuclear extract. The nuclear pellet was resuspended in 100 µl of BC1000 (25 mM Tris pH 7.6, 0.2 mM EDTA, 1000 mM KCl, 10% glycerol), incubated on ice for 10 min, and sonicated. Four hundred microliters of BC0 (25 mM Tris pH 7.6, 0.2 mM EDTA, 10% glycerol) was added to reduce the salt concentration. The combined nuclear extract and pellet fraction were sonicated and centrifuged at 10,000 × *g* for 15 min to remove cell debris. A 6% SDS PAGE gel was used to run 5% of each fraction for western blot.

### Immunofluorescence

Immunofluorescence was performed according to Zhang et al.^78^ with minor modifications as described below. For RNase A treatment, after CSKT treatment the cells were treated with 1 mg/ml or 100 μg/ml RNase A diluted in PBS at room temperature for 10 min prior to fixation with 4% paraformaldehyde. Antibodies used are listed in Supplementary Table 2.

### ATRX antibody generation and purification

A fragment of human ATRX protein corresponding to nucleotides 7072–7671 was cloned into pet101 (Invitrogen Cat#K10101) following manufacturer’s instructions. ATRX protein was expressed in BL21 star (Thermo Fisher cat#C601003) using standard protein expression procedures and purified using Ni-NTA agarose (Qiagen cat#30210) under native conditions. Purified protein was dialyzed into 1× PBS and used for antibody generation (Cocalico Biologicals, Inc).

ATRX antibodies were affinity purified from serum. Briefly, purified ATRX-His antigen was coupled to NHS-activated agarose (Pierce cat#26200) according to manufacturer’s instructions. Antigen coupled beads and 1 ml of serum were incubated overnight at 4 °C on a rotating wheel. Beads were washed 2× with 4 column volumes (CV) PBS, 2× with 4CV PBS containing 0.5 M NaCl, and 1× with 4CV PBS. The antibody was eluted with 5CV (1CV at a time) of 0.1 M glycine pH 2.5 directly into tubes containing 10% volume of 1.5 M Tris pH 8.8. Glycerol was added to purified antibody and aliquots were stored at −20 °C.

### Protein purification

Full-length FLAG-ATRX-HA, FLAG-ATRXΔRBR-HA, and FLAG-ATRX helicase domain were generated using NEBuilder (NEB #E2621S). Proteins were purified from Sf9 cells^11^ using M2 agarose beads (Sigma #M8823-1ML). GST-RBR and GST proteins were purified from *E. coli* using Glutathione Agarose 4B beads (Affymetrix cat#78820) according to manufacturer’s instructions.

### RNA EMSA

EMSAs were performed according to Cifuentes-Rojas et al.^20^. Briefly, in vitro transcribed RNAs were end-labeled with T4 PNK. Reactions were assembled with purified protein and labeled RNAs in binding buffer containing 50 mM Tris pH 8.0, 100 mM NaCl, 5 mM MgCl_2_, 10 μg/ml BSA, 0.05% NP-40, 1 mM DTT, 20 U RNasin (Promega), and 5% glycerol in a final volume of 20 μl. A total of 50 ng/μl yeast tRNA (Ambion cat# AM7119) was used as a nonspecific competitor. Reactions were incubated at 30 °C for 30 min and loaded onto a 0.4% high-strength agarose (Sigma) gel in THEM buffer (66 mM HEPES, 34 mM Tris, 0.1 mM disodium EDTA, and 10 mM MgCl_2_) and run for 90 min at 90 V at 4 °C. Gels were dried and exposed to phosphorimager screens.

### CLIP

CLIP was performed according to Jeon and Lee^59^. Briefly, MEFs UV cross-linked at 254 nm (2000 J/m^2^) in ice-cold PBS. Cross-linked cells were lysed in PBS containing 0.5% NP-40, 0.5% sodium deoxycholate, 400 U/ml Rnasin, and protease inhibitor cocktail (Sigma) at 4 °C for 25 min, followed by Turbo DNase treatment. Supernatant was incubated with 5 μg of IgG or ATRX antibodies immobilized on Dynabeads Protein G, overnight. Beads were washed three times with PBS containing 1% NP-40, 0.5% sodium deoxycholate, and additional 150 mM NaCl (total 300 mM NaCl), and treated with Turbo DNase (10 U) for 30 min. Beads were washed three more times with wash buffer supplemented with 10 mM EDTA, and incubated in 100 mM Tris-HCl (pH 7.5), 50 mM NaCl, 10 mM EDTA, 100 μg of Proteinase K (Roche), and 0.5% SDS for 30 min at 55 °C. RNA was recovered by Trizol extraction, processed for reverse transcriptase reactions and qPCR analysis.

### In vitro RNA/DNA immunoprecipitation

MBP DNA and Xist Repeat A DNA were amplified by PCR. MBP RNA and Xist RNA were transcribed in vitro (MEGAscript T7 #AM1334), treated with Turbo DNase (10 U) for 5 min and purified using Trizol. Five micrograms of MBP or Xist Repeat A RNA (or DNA in the case of DNA-IP) and 2 µg of protein were incubated in binding buffer (2 mM MgCl_2_, 100 U/ml Rnase Inhibitor, 0.1 mg/ml yeast tRNA, 0.05% BSA, 0.2% NP-40) at 4 °C overnight. GST-RBR and GST proteins were incubated with Glutathione Agarose 4B beads (Affymetrix #78820). FLAG-ATRX-HA, FLAG-ATRXΔRBR-HA were incubated with FLAG agarose beads (Sigma #A2220). Beads were washed sequentially with binding buffers containing 150 mM NaCl and 15 mM NaCl. Bound RNAs were extracted with Trizol and reverse transcribed. For preferential binding experiments, 5 μg MBP RNA and 5 μg Xist Repeat RNA were mixed and incubated with 2 μg GST-RBR or GST proteins. For comparison of interactions between the helicase domain or RBR with Repeat A RNA interactions, 25 pmol of protein was incubated with 5 μg RNA for binding reactions.

Total RNA was extracted from MEF cells with Trizol. Five micrograms of total RNA and 2 µg of FLAG-ATRX-HA, FLAG-ATRXΔRBR-HA were incubated with FLAG agarose beads (Sigma #A2220) in binding buffer (2 mM MgCl_2_, 100 U/ml RNase Inhibitor, 0.05% BSA, 0.2% NP-40) at 4 °C overnight. Beads were washed sequentially with binding buffers containing 150 mM NaCl and 15 mM NaCl. Bound RNAs were extracted with Trizol and visualized by SYBR Gold staining.

### Co-immunoprecipitation

For endogenous IP, 1 mg nuclear extract was incubated with ATRX antibody coupled to protein A agarose beads. Bound proteins were washed with BC300 buffer and eluted with 0.1 M Glycine (pH 2.5). For immunoprecipitation using purified proteins, 0.5 μg PRC2 and 2 μg FLAG-ATRX-HA, FLAG-ATRXΔRBR-HA were incubated with ATRX antibody and 20 μl Dynabeads protein G beads (Invitrogen #10004D) in BC-100 at 4 °C overnight. Beads were washed with BC300 and bound proteins were eluted with 0.1 M Glycine (pH 2.5). For IP with HA-tagged ATRX, WT ATRX-HA or ATRXΔRBR-HA were expressed in HEK293 cells. 0.5 mg nuclear extract from each was incubated with 20 μl HA beads (Sigma #A2095) at 4 °C overnight. Beads were washed with BC300 and bound proteins were eluted by heating at 95 °C for 10 min in 1×SDS loading buffer.

### In vivo RBR-ID

In vivo RBR-ID data for ATRX was taken from He et al.^39^. Peptides corresponding to ATRX were manually aligned against canonical ATRX isoform to account for multiple isoforms reported in the original dataset by the automatic isoform matching process performed by the mass spectrometry analysis software, then normalized and quantified^39^.

### In vitro RBR-ID

Four hundred nanograms of a 192-nucleotide fragment of Repeat A RNA was refolded for 20 min at 25 °C in 1× refolding buffer [10 mM bis-tris (pH 6.7), 10 mM KCl, 3 mM MgCl_2_]. RNA was incubated with 500 ng purified ATRX protein on ice in 1× binding buffer [10 mM HEPES (pH 7.2), 100 mM KCl, 3 mM MgCl_2_, 5% glycerol, 1 mM DTT]. RNA-protein mixtures were cross-linked with 1 J/cm^2^ UVB radiation (312 nm) using Spectrolinker XL-1500 (Spectroline). Cross-linked complexes were diluted in trypsin digestion buffer (final: 50 mM NH_4_HCO_3_ [pH 8], 1 mM MgCl_2_, 1 mM CaCl_2_), and treated with 12.5 μg/mL Rnase A for 30 min at 37 °C. To reduce proteins, samples were treated with 5 mM dithiothreitol for 60 min at 25 °C, then cysteines were alkylated with 14 mM iodoacetamide for 30 min in the dark, before additional reduction with 5 mM dithiothreitol for additional 15 min in the dark. Proteins were digested with trypsin at a protease:sample ratio of 1:20 and incubated overnight at 37 °C. Peptides were quenched with formic acid and desalted on C18 stage tips, then dried and resuspended in 0.1% trifluoroacetic acid followed by mass spectrometry analysis^39^.

### Mass spectrometry

Samples were analyzed by using a nanoLC-MS/MS setup. nanoLC was configured with a 75 µm ID × 20 cm Reprosil-Pur C18-AQ (3 µm; Dr. Maisch GmbH, Germany) nano-column using an EASY-nLC nanoHPLC (Thermo Scientific, San Jose, CA, USA). The HPLC gradient was 0–30% solvent B (A = 0.1% formic acid; B = 95% acetonitrile, 0.1% formic acid) over 30 min followed by 5 min from 30 to 85% B and 10 min at isocratic 85% B. The flowrate was set to 300 nL/min. nLC was coupled with either an Orbitrap Fusion Tribrid mass spectrometer (four replicates) or an Orbitrap Elite mass spectrometer (four replicates) (Thermo Fisher Scientific, San Jose, CA, USA). Spray voltage was set at 2.5 kV and capillary temperature was set at 275 °C. For samples run on the Orbitrap Fusion instrument, samples were acquired using a data-dependent acquisition (DDA) method or a data-independent acquisition (DIA) method. All scans were performed in the orbitrap mass analyzer. The full MS scan was acquired at 120,000 (DDA) or 60,000 (DIA) resolution using the *m/z* range 300–1100, while the MS/MS scans were performed at a resolution of 15,000 using a higher-energy collisional dissociation (HCD) set to 27. For DDA, the cycle time was set to 2 s. For DIA, we used isolation windows of 20 *m*/*z* spanning between the *m/z* range 300–1100 and multiplexed in groups of 4, for a total of 10 MS/MS scans per cycle (40 windows multiplexed in groups of 4). Samples run on the Orbitrap Elite instrument were processed as above but instead with a 45-min HPLC gradient, then acquired using a canonical DDA method. Full MS scan was performed in the orbitrap, while the MS/MS scans were performed for the top 10 most intense signals in the ion trap using a collisional-induced dissociation (CID) set to 35.

DDA raw files were processed through the MaxQuant program^79^. All parameters for database searching were kept as default. We used a custom database containing common contaminants, human ATRX (UniProt accession P46100) and bovine Rnase1 (P61823).

The “Intensity” value of the peptides from MaxQuant were used for quantification. For DIA runs, we extracted the chromatograms based on the spectral library generated by the MaxQuant search of DDA runs. The extracted ion chromatogram was performed by using Skyline^80^. For quantification, we used the area under the curve of the precursor signal.

### RBR-ID analysis

After removal of suspected contaminants, Maxquant peptide abundances were normalized by the sum of all peptide intensities in each MS run. For each peptide a log2-converted ratio was calculated between samples treated with or without 4SU to assess depletion mediated by RNA cross-linking. For generation of these ratios, the mean intensity of peptides with only zero values was assigned as 0.5*(minimum observed mean peptide intensity). *P* values for peptides were calculated using an unpaired, two-sided Student’s *t* test. RBR-ID scores, which are an estimate of RNA cross-linking likelihood^39^, were calculated for each peptide as follows:

$${\mathrm{score}} = - {\mathrm{log}}_{\mathrm{2}}\left( { + {\mathrm{4SU}}/\!\! -\! {\mathrm{4SU}}\,{\mathrm{normalized}}\,{\mathrm{peptide}}\,{\mathrm{ratio}}} \right)\ast \left( {{\mathrm{log}}_{{\mathrm{1}}0}\left( {P{\hbox{-}}{\mathrm{value}}} \right)} \right)^{\mathrm{2}}$$

For residue level RBR-ID scores, we summed the RBR-ID score of each peptide overlapping any given amino acid and smoothed the resulting curve using Friedman’s ‘super smoother’, a variable span smoother (https://stat.ethz.ch/R-manual/R-devel/library/stats/html/supsmu.html) (DTIC document).

### CUT&RUN and RNA-sequencing

CUT&RUN was performed exactly as described in^62,63^ using EZH2(Cell signaling #5246S), H3K27me3 (Active motif #61017) and ATRX antibodies. DNA was end-repaired using End-It Repair Kit, tailed with an A using Klenow exo minus, and ligated to adapters (NEB #E7600S) with T4 DNA ligase. Fragments >150 bp were size-selected with AMpure beads (Beckman Coulter) and subjected to ligation-mediated PCR amplification with barcoded adapters (NEB #E7600S) for Illumina sequencing using Q5 DNA polymerase. All enzymes except Q5 (NEB) were from Enzymatics (a Qiagen company). PolyA RNA (NEB # E7490S) was isolated from two biological replicates and libraries prepared using the Ultra II directional RNA library prep kit for illumina (NEB #E7760S). Sequencing was performed on a NextSeq 500 (Illumina).

### Sequencing analysis

Raw reads were mapped to the mouse genome (mm10) with Bowtie2 version 2.2.9^81^ using default parameters. Peaks were called for each sample using MACS2^82^ using the parameters: --broad --broad-cutoff 0.1. GRO-seq raw data were downloaded from GSM665997^83^. H3K4me3 ChIP-Seq raw data were downloaded from GSM723006^84^. RNA Polymerase II ChIP-Seq raw data were downloaded from GSM1887380^85^. RNA-Seq data were aligned using STAR version 2.6.1^86^. RSEM^87^ was used to obtain estimated counts and TPM (transcripts per kilobase per million). CUT&RUN heatmaps were generated using ChAsE^88^. RNA-Seq TPM heatmaps were generated using pheatmap version 1.0.12. Metaplots were generated using Deeptools. For TPM heatmaps and scatterplots, only genes with at least 5 TPM per sample were considered. Differential analysis of RNA-Seq data were performed using DESeq2 version 1.24.0^89^. For RNA-Seq differential analysis, only genes with more than 10 total estimated counts across all samples were considered.

### Quantification and statistical analysis

All experiments were performed at least three times. *P* values were calculated using student’s *t* test. Statistical analyses were performed using RStudio. Plots were generated using ggplot2. Bedtools version 2.26.0 was used for genomic analyses^90^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Sequencing data generated for this study have been deposited in the NCBI GEO as GSE130452. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE [1] partner repository with the dataset identifier PXD017806 and 10.6019/PXD017806. The source data underlying Figs. 1b–h, 2b–h, 3a–i, 5d, and Supplementary Figs. 1a–c, 2d, 3c, and 6e are provided as a Source Data file. All data is available from the corresponding author upon reasonable request.

## Source Data

Source Data

# Supplementary material for: Disruption of ATRX-RNA interactions uncovers roles in ATRX localization and PRC2 function
**Source:** Nat Commun. 2020 May 6;11:2219. doi: 10.1038/s41467-020-15902-9
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

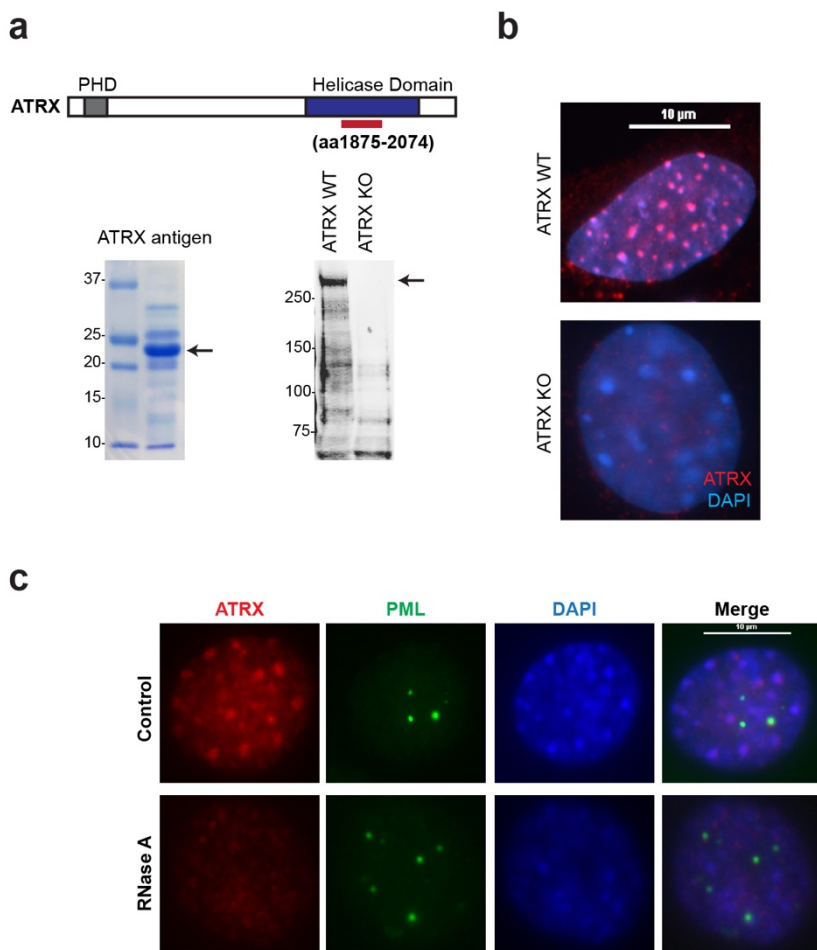

**Supplementary Figure 1. Characterization of ATRX antibodies.**

**a)** Top- schematic for location of ATRX amino acid residues used for production of an ATRX polyclonal antibody, highlighting PHD fingers (grey) and helicase domain (dark blue). Bottom left- Coomassie stain of ATRX antigen (indicated with arrow). Bottom right- western blot for ATRX using affinity purified antibody in MEF nuclear extract as indicated on top. Expected location of full length ATRX is indicated with an arrow. Source data are provided as a Source Data file. Representative image from 6 independent experiments is shown.

**b)** Immunostaining of WT and ATRX KO MEFs with affinity purified ATRX antibodies (red). Source data are provided as a Source Data file. Representative image from 2 independent experiments is shown. Scale bar = 10 $\mu$ m

**c)** Immunostaining of control (top) and RNase A treated (bottom) MEFs with ATRX (red) and PML protein (green) antibodies. Nucleus is stained with DAPI. Source data are provided as a

Source Data file. Representative image from 2 independent experiments is shown. Scale bar = 10 $\mu$ m

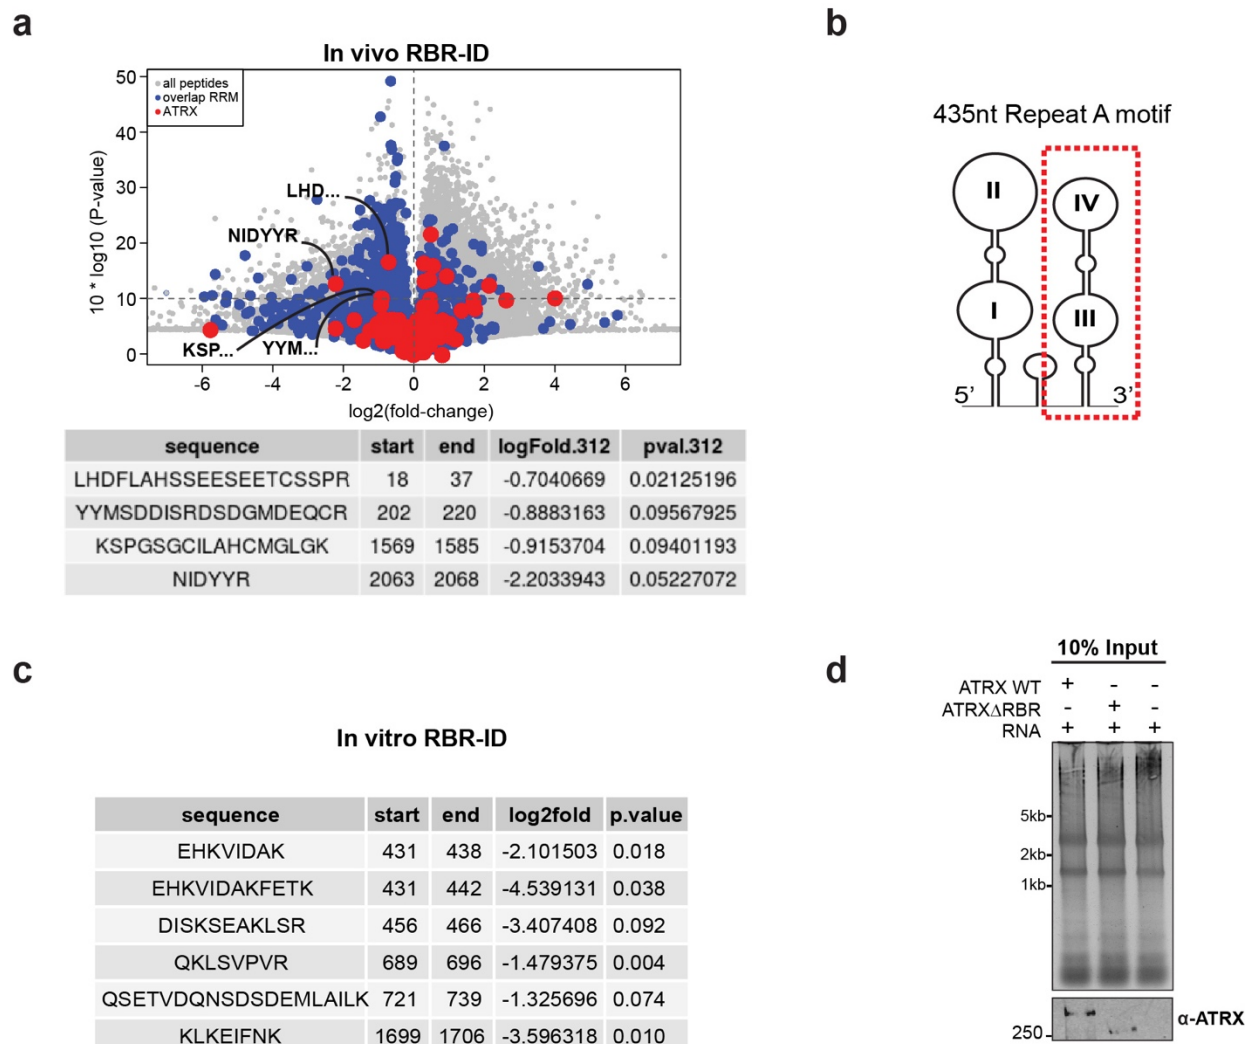

### Supplementary Figure 2. Identification of ATRX RNA binding region.

**a)** Top- Volcano plot showing log fold changes in peptide intensities on the x axis and p values on the y axis for  $\pm 4$ SU. All peptides are shown in grey, peptides overlapping annotated RRM domains are in blue and ATRX peptides are in red. Bottom- ATRX RNA binding peptides identified in in vivo RBR-ID experiments. P values are calculated using two-sided Student's t test.

**b)** Schematic of one possible structure of the 435nt fragment of Xist Repeat A RNA<sup>1</sup>.

**c)** Sequences of peptides that are most significantly depleted in all biological and technical replicates from in vitro RBR-ID experiments. P values are calculated using two-sided Student's t test.

**d)** 10% input of RNA (top) and ATRX, ATRX $\Delta$ RBR proteins (bottom) used for total RNA IP. Source data are provided as a Source Data file. Representative image from 3 independent experiments is shown.

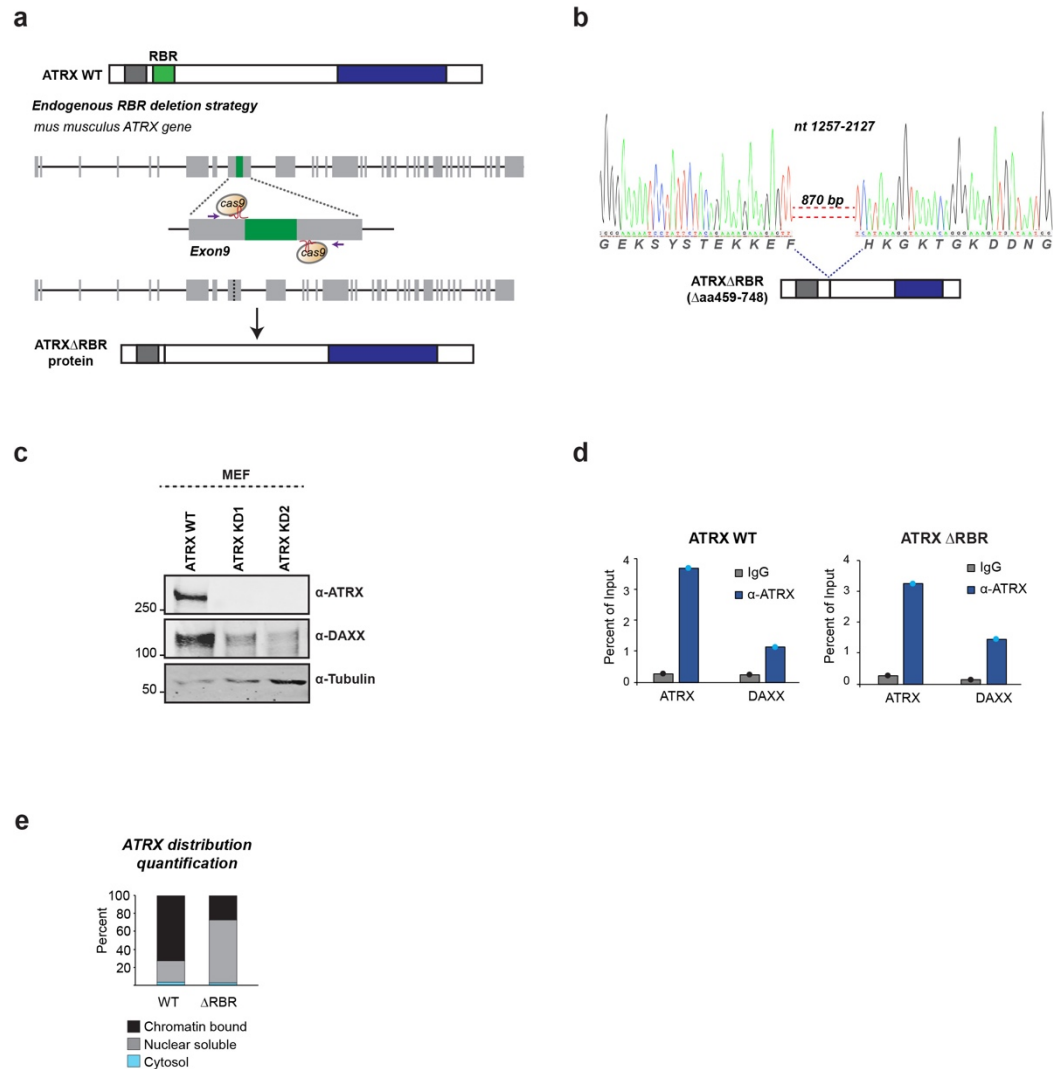

### Supplementary Figure 3. Generation of ATRXΔRBR by CRISPR.

- a)** Schematic of ATRX protein. RBR (green), PHD fingers (grey), and helicase domain (dark blue). CRISPR Cas9 strategy for RBR deletion at the endogenous mouse *ATR<sub>X</sub>* gene. Location of gRNAs (red) and screening primers (purple) flanking the RBR within exon 9 are shown.
- b)** Protein sequence from ATRXΔRBR. Exact nucleotides (corresponding to mATR<sub>X</sub> cDNA) and amino acids deleted in the ATRXΔRBR clone are shown.
- c)** Western blot for ATRX, DAXX, and Tubulin in WT and ATRX KD MEF nuclear extract. Source data are provided as a Source Data file. Representative image from 4 independent experiments is shown.
- d)** Quantification of endogenous ATRX and DAXX immunoprecipitation from WT and ATRXΔRBR MEFs using anti ATRX antibodies. This graph represents quantification of the western blot signal from Fig. 3B.

**e)** Quantification of ATRX and ATRX $\Delta$ RBR distribution in cytosol, nuclear soluble and chromatin bound fractions. This graph represents quantification of the western blot signal from Fig. 3H.

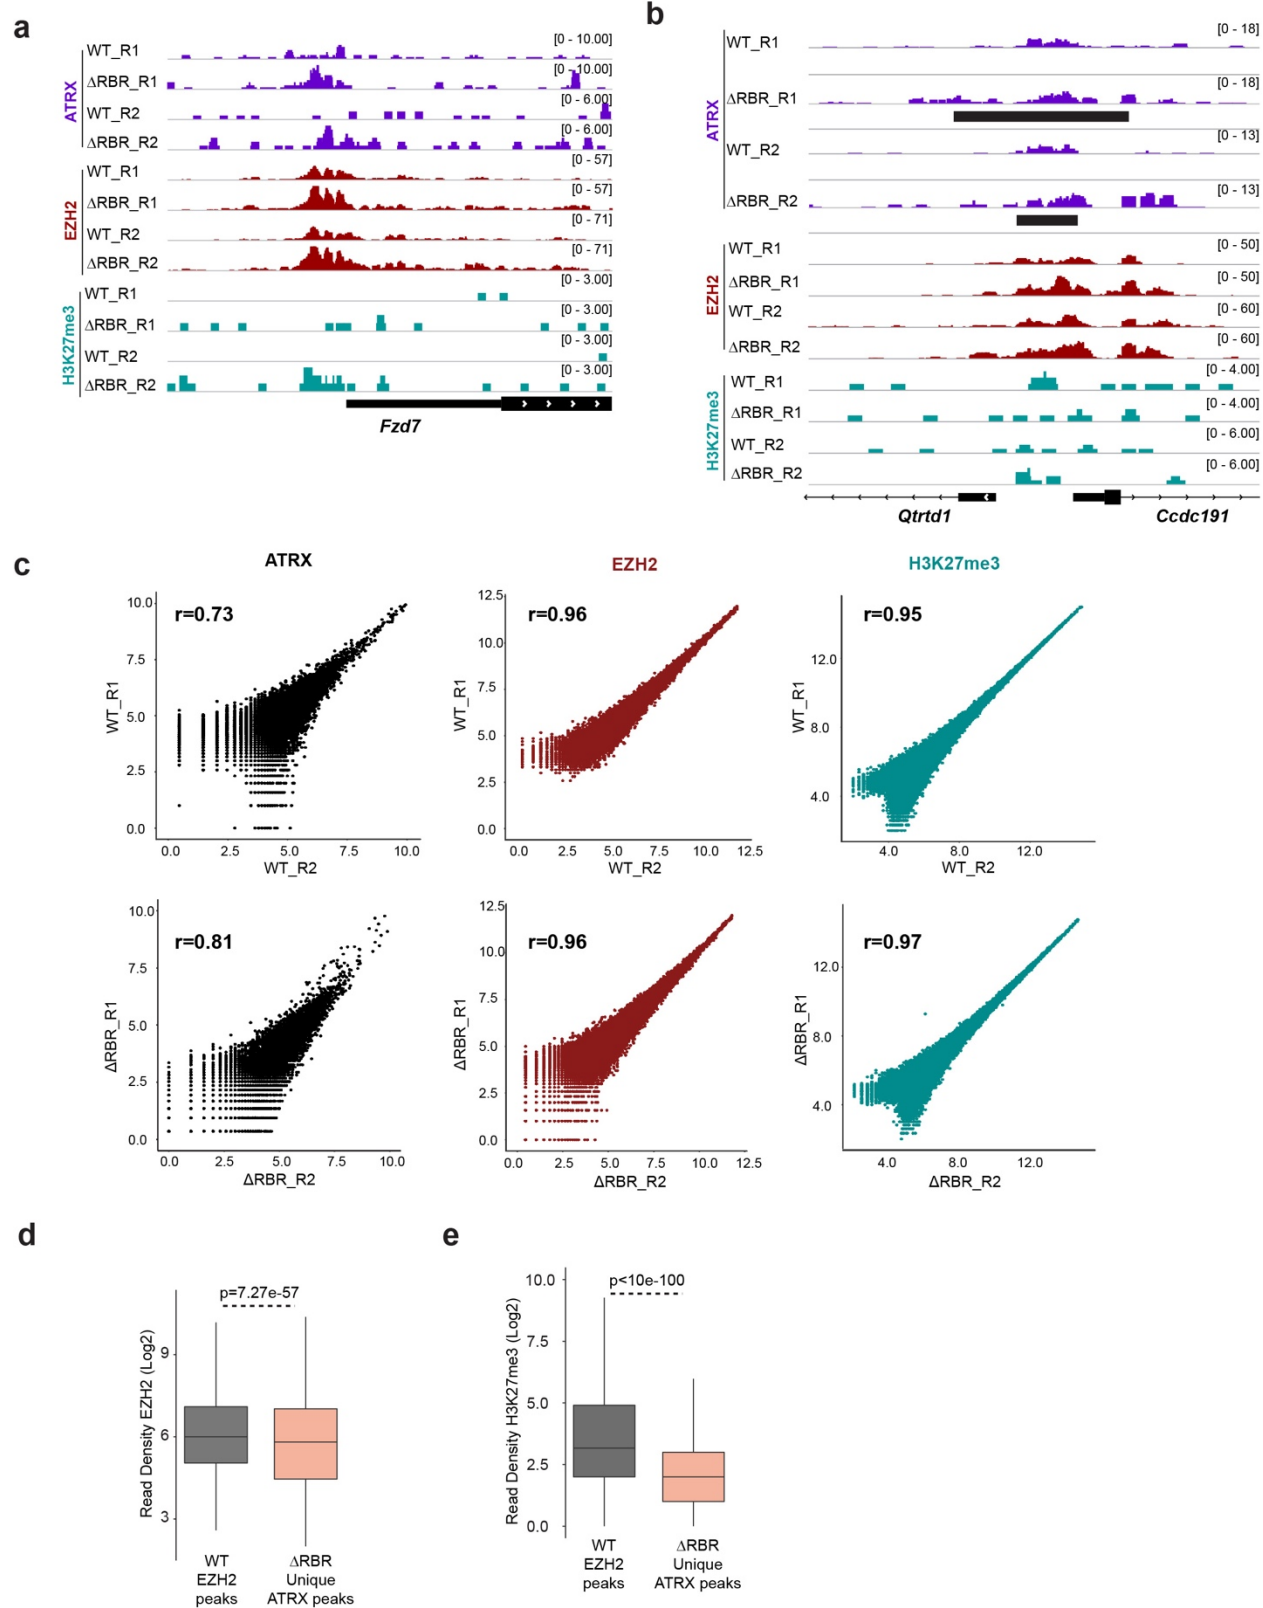

**Supplementary Figure 5. Correlation between ATRX, EZH2 and H3K27 replicates in WT and ATRX $\Delta$ RBR.**

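Fzd7 (ENSMUSG00000041075) lies on the plus strand of chromosome 1 of GRCm38 from 59482424 to 59486955. An ATRX peak from 59481840 to 59482127, with a fold enrichment of 4.41 and a −log10 q-value of 2.45, was listed upstream of its TSS in ATRXΔRBR replicate 1 and in no other ATRX library. EZH2 peaks lay within 2 kb of the TSS in every library, with widths of 1346 and 873 bp in WT and of 2588 and 508 bp in ATRXΔRBR. Ccdc191 (ENSMUSG00000022701) lies on the plus strand of chromosome 16 from 43889800 to 43964314, and its TSS lies within Qtrt2 (ENSMUSG00000022704), a gene on the minus strand from 43861407 to 43926809. ATRX peaks at the TSS of Ccdc191 were listed in both ATRXΔRBR replicates, from 43889554 to 43890060 with a fold enrichment of 4.78 and from 43889738 to 43889913 with one of 4.39. Neither WT replicate had an ATRX peak there. EZH2 peaks at this TSS were 330 and 438 bp wide in WT and 534 and 310 bp wide in ATRXΔRBR. No H3K27me3 peak was listed at either TSS in any library.

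**Figure D5:**
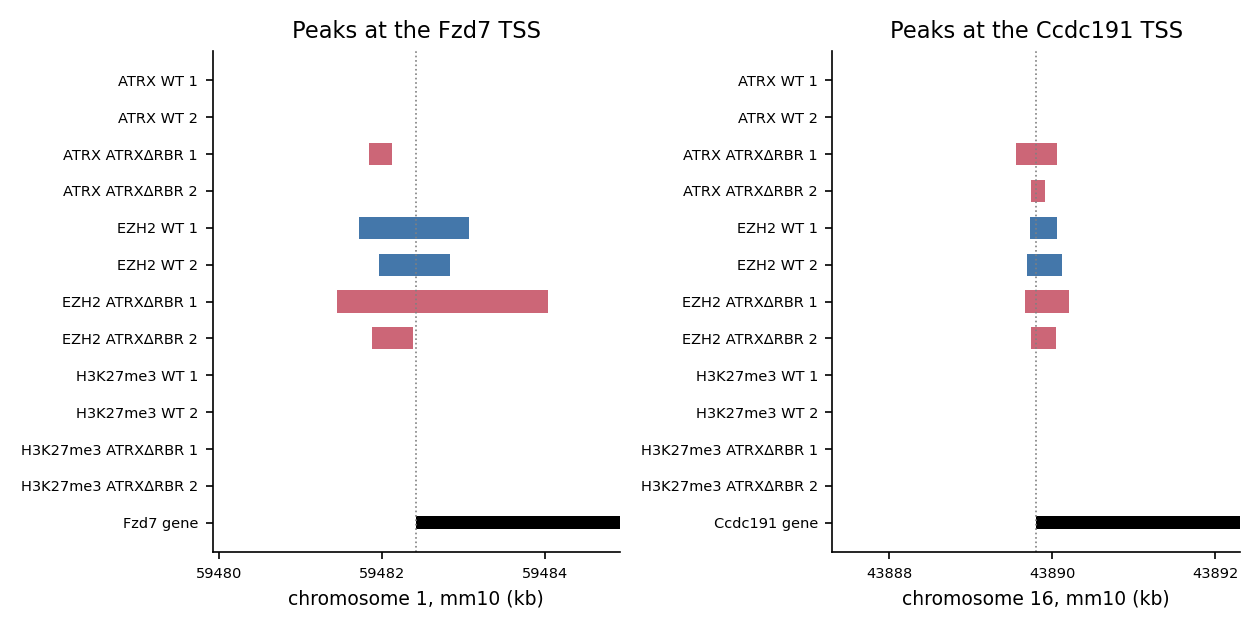
Peaks of ATRX, EZH2 and H3K27me3 near the TSS of Fzd7 and Ccdc191, by position in kb, with a line for each WT and ATRXΔRBR library and a dotted line at the TSS. EZH2 peaks are present in WT and ATRXΔRBR at both TSS, and ATRX peaks only in ATRXΔRBR.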

- a)** Genome browser view of *Fzd7* gene showing ATRX (purple), EZH2 (red), and H3K27me3 (teal) replicate CUT&RUN tracks from WT ATRX and ATRX $\Delta$ RBR cells.
- b)** Genome browser view of *Qtrd1* and *Ccdc191* genes showing ATRX (purple), EZH2 (red), and H3K27me3 (teal) replicate CUT&RUN tracks from WT ATRX and ATRX $\Delta$ RBR cells. Peaks called for ATRX samples are shown (black bars).
- c)** Correlation scatterplot showing read densities for the union of peaks for CUT&RUN replicates as indicated on the axes (Log2 scale). Spearman correlation coefficient (r) is shown for each plot.
- d)** Boxplots of read densities (Log2 scale) for EZH2 enrichment at bona fide PRC2 target genes (n=29,042) and at genes that acquire ATRX peaks in ATRX $\Delta$ RBR (n=4,512). Each boxplot represents median (center line), interquartile range (box), and min-max range (whiskers). P values are calculated using two-sided Student's t test.
- e)** Boxplots of read densities (Log2 scale) for H3K27me3 enrichment at bona fide PRC2 target genes (n=29,042) and at genes that acquire ATRX peaks in ATRX $\Delta$ RBR (n=4,512). Each boxplot represents median (center line), interquartile range (box), and min-max range (whiskers). P values are calculated using two-sided Student's t test.

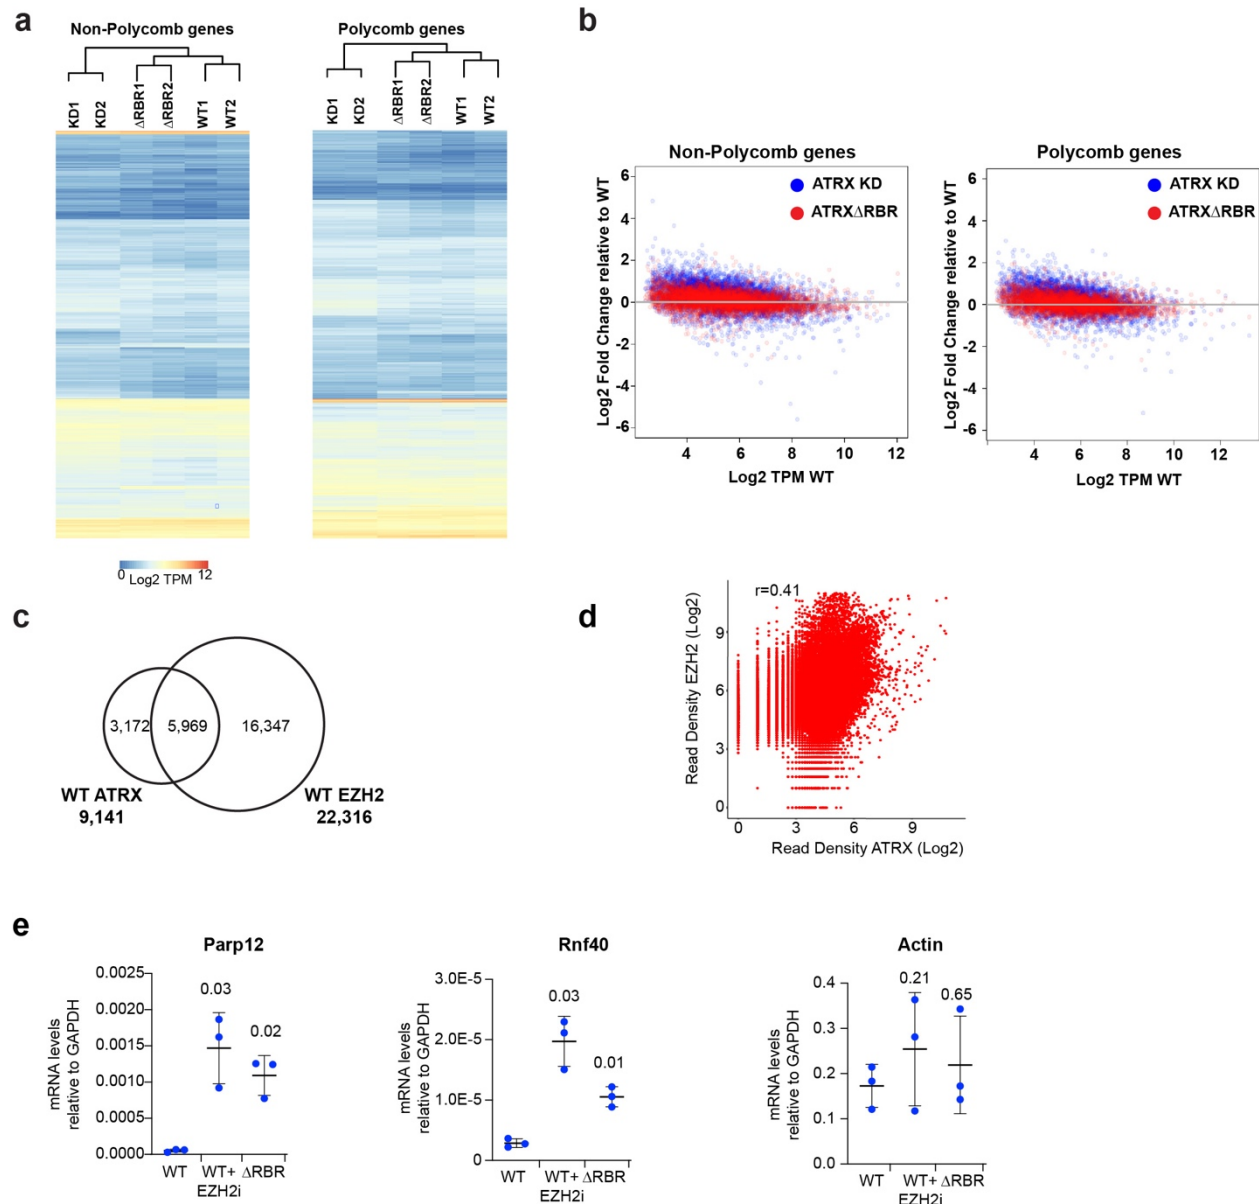

**Supplementary Figure 6. Correlation between ATRX and EZH2 genome-wide and effect of ATRX $\Delta$ RBR and ATRX KD on gene expression.**

**a)** Heatmap showing expression of genes (Log2 TPM) classified as non-PRC2 and PRC2 targets based on presence of EZH2 in WT MEFs. 

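Over 17379 genes with at least 1 TPM in any library, the correlation of log2 TPM (pseudocount 1) between replicates was 0.973 in WT, 0.975 in ATRXΔRBR and 0.978 in the libraries labelled ATRX KD (Pearson's r across genes, which are not independent replicates). Between WT and ATRXΔRBR libraries it lay between 0.954 and 0.966, and between WT and ATRX KD libraries between 0.929 and 0.943. With a minimum of 5 TPM in every WT and ATRXΔRBR library, 8088 PRC2 target genes and 1698 non-PRC2 genes were left.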

Unsupervised clustering of samples indicated in columns.

**b)** TPM scatterplot of genes classified as non-PRC2 and PRC2 targets in WT MEFs. 

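Among the polycomb genes tested in both comparisons, 3.16% were at least 2-fold higher than WT in ATRXΔRBR and 6.67% in ATRX KD. At least 2-fold lower were 5.97% in ATRXΔRBR and 10.3% in ATRX KD. Of the non-polycomb genes, 8.75% and 12.7% were at least 2-fold higher and 14.1% and 23.3% at least 2-fold lower. These shares are from edgeR's TMM-normalized fold changes. On the scale of mean TPM with a pseudocount of 1, 1.91% of the polycomb genes were 2-fold higher in ATRXΔRBR and 8.39% in ATRX KD, and 2.90% and 4.47% were 2-fold lower. Of the non-polycomb genes, 3.70% and 8.26% were 2-fold higher on this scale and 4.92% and 9.60% 2-fold lower. With at least 5 TPM in every library, 8.39% of the non-polycomb genes were 2-fold higher in ATRX KD on the TPM scale and 6.19% lower. The balance of rises and falls thus depended on the scale and the minimum.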

Log2 fold change in either ATRX $\Delta$ RBR (red) or ATRXKD (blue) is plotted against average expression (Log2 TPM) in WT MEFs.

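ATRX peaks of WT overlapped EZH2 more often at TSS than elsewhere. At TSS, 86.9% of the ATRX peaks of replicate 1 and 82.1% of those of replicate 2 overlapped an EZH2 peak, and outside TSS 55.4% and 54.5% did. When at least 50% of an ATRX peak had to be covered by EZH2 peaks, the shares over all places were 55.2% and 51.4%.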

**c)** Peak overlap between ATRX and EZH2 in WT MEFs.

- d)** Correlation scatterplot showing read densities for the union of peaks for ATRX and EZH2 in WT MEFs as indicated on the axes (Log2 scale). Spearman correlation coefficient (r) is shown.
- e)** RT-PCR analysis of Parp12, Rnf40 and Actin in WT MEF before and after treatment with EZH2 inhibitor and in ATRX $\Delta$ RBR. GAPDH was used for normalization. Data are presented as mean values  $\pm$  SEM. P values are calculated using two-sided Student's t test. . Source data are provided as a Source Data file.

**Supplementary Table 1** – sequences of PCR primers used in this study.

| Oligos                                | Sequence                        | Use             |
|---------------------------------------|---------------------------------|-----------------|
| hATRX5625 Nco1 F                      | caccatggaaTTTCAGATGTTAAGTA      | Pet101ATRX #2   |
| hATRX6225 Xho1 R                      | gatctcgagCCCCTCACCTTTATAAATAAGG | Pet101ATRX #2   |
| mATRX RBR1<br>deletion gRNA up F      | CACCGTGTGTTGGATGATATCAAGA       | pX459 ATRX up   |
| mATRX RBR1<br>deletion gRNA up R      | CTCTTGATATCATCCAACACACAAA       | pX459 ATRX up   |
| mATRX RBR1<br>deletion gRNA down<br>F | CACCGAGCTAAGCAACCAGTGATTG       | pX459 ATRX down |
| mATRX RBR1<br>deletion gRNA down<br>R | CCAATCACTGGTTGCTTAGCTCAAA       | pX459 ATRX down |
| MinSAT Fwd real<br>time PCR           | TTG GAA ACG GGA TTT GTA GA      | RT-PCR          |
| MinSAT Rev real time<br>PCR           | CGG TTT CCA ACA TAT GTG TTT T   | RT-PCR          |
| mGAPDH RT F                           | ATGAATACGGCTACAGCAACAGG         | RT-PCR          |
| mGAPDH RT R                           | CTCTTGCTCAGTGTCTTGCTG           | RT-PCR          |
| CRISPR ATRX<br>deletion fwd           | gtcaaccagagcctctactgg           | PCR             |
| CRISPR ATRX<br>deletion Rev           | agccccaattctgctcatgg            | PCR             |
| Xist F                                | CAGAGTAGCGAGGACTTGAAGAG         | RT-PCR          |
| Xist R                                | GCTGGTTCGTCTATCTTGTTGGG         | RT-PCR          |
| U1 snRNA F                            | GGAAATCATACTTACCTGGC            | RT-PCR          |
| U1 snRNA R                            | AAACGCAGTCCCCCACTACC            | RT-PCR          |
| Xist-F2                               | GGTTGATACTTGTGTGTGTATGGTGG      | RT-PCR          |
| Xist-R2                               | CGATGGGCTAAGGAGAAGAAA           | RT-PCR          |
| MBP-F-EcoRV                           | TGGATATCATGAAAATCGAAGAAGGTA     | pCRII MBP       |
| MBP-R-KpnI                            | GAGGTACCTGTTATAAATCAGCGATAACGC  | pCRII MBP       |
| MBP-F                                 | TGGTGGCTACGCTCAATCTG            | RT-PCR          |
| MBP-R                                 | AACAGCGATCGGGTAAGCAA            | RT-PCR          |
| Actin-RT-F                            | CTGTCCCTGTATGCCTCTG             | RT-PCR          |
| Actin-RT-R                            | ATGTCACGCACGATTTCC              | RT-PCR          |
| Parp12-RT-F                           | CAGAATGACCTTCACTTTTGCCA         | RT-PCR          |
| Parp12-RT-R                           | GCTTGTGCCAACTTGCACTCT           | RT-PCR          |
| Rnf40-RT-F                            | CTTTCAGGGAGGCCAGATTAC           | RT-PCR          |
| Rnf40-RT-R                            | CTCATTGTAGAGCAGGGAGAAC          | RT-PCR          |

**Supplementary Table 2 – Antibodies used in this study.**

WB= Western Blot

IF= immunofluorescence

CLIP= crosslinking and immunoprecipitation

CUT&RUN= Cleavage Under Target and Release Using Nuclease

| ANTIBODIES           |                                   |                                                            |
|----------------------|-----------------------------------|------------------------------------------------------------|
|                      | SOURCE and catalog number         | Usage                                                      |
| Rabbit-anti ATRX     | This paper                        | WB 4ng/ml final concentration, IF 1:200, CUT&RUN 2 $\mu$ g |
| Mouse-anti HNRNPC    | Santa Cruz Biotechnology sc-32308 | WB 1:1000                                                  |
| Rabbit-anti LSD1     | Abcam ab17721                     | WB 1:1000                                                  |
| Mouse-anti CBX5      | Rauscher Lab (Wistar)             | IF 1:200                                                   |
| Rabbit-anti NPM1     | Sigma B0556                       | IF 1:500                                                   |
| Mouse-anti EZH2      | BD Biosciences                    | WB 1:2000                                                  |
| Mouse-anti PML       | Lieberman lab (Wistar)            | IF 1:200                                                   |
| Rabbit-anti DAXX     | Sigma D7810                       | WB 1:1000                                                  |
| Rabbit-anti-ATRX     | Santa Cruz Biotechnology sc-15408 | CLIP 2 $\mu$ g                                             |
| Rabbit-anti Actin    | Sigma A2066                       | WB 1:2000                                                  |
| Mouse-anti Tubulin   | Sigma T9026                       | WB 1:1000                                                  |
| Rabbit-anti EZH2     | Cell Signaling technology D2C9    | CUT&RUN 2 $\mu$ g                                          |
| Rabbit-anti H3K27me3 | Cell Signaling technology C36B11  | CUT&RUN 2 $\mu$ g                                          |

**REFERENCES**

- 1 Maenner, S. *et al.* 2-D structure of the A region of Xist RNA and its implication for PRC2 association. *PLoS Biol* **8**, e1000276, doi:10.1371/journal.pbio.1000276 (2010).

# Supplementary material for: Disruption of ATRX-RNA interactions uncovers roles in ATRX localization and PRC2 function
**Source:** Nat Commun. 2020 May 6;11:2219. doi: 10.1038/s41467-020-15902-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data analysis   | Bowtie2 version 2.2.9 : CUT&RUN Alignment<br>MaxQuant program version 1.6.10.43 : Mass Spectrometry<br>MACS2 version 2.1.1 : peak calling<br>ggplot2 version 3.2.1: graphs<br>STAR version 2.6.1 : RNA Seq alignment<br>pheatmap version 1.0.12: TPM heatmaps<br>RSEM version 1.3.1 : TPM calculation<br>ChAsE version 1.0.11 : Heatmaps<br>RStudio version 1.0.153: All basic data analysis<br>Deeptools version 3.2.1: metaplot<br>Bedtools version 2.26.0 : overlap analysis and read density calculations |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Sequencing data generated for this study have been deposited in the NCBI GEO as GSE130452

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All sequencing experiments were performed with biological replicates as is the norm in the field. All fractionation and microscopy experiments were performed at different times using different batches of cells.                                               |
| Data exclusions | No data was excluded from analysis                                                                                                                                                                                                                               |
| Replication     | All genome wide experiments were reproduced twice and all PCR based experiments were reproduced at least 3 times (biological replicates). All other experiments microscopy, western blots were performed atleast 3 times using 3 independent biological samples. |
| Randomization   | Not applicable                                                                                                                                                                                                                                                   |
| Blinding        | not applicable                                                                                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All antibodies used in the study are listed with amounts/dilutions used and application in Supplementary Table 2.                                                                                 |
| Validation      | All commercially available antibodies were already validated and used according to the manufacturer instructions. ATRX antibody was extensively characterized and validated in the present study. |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                     |                                                                                                                                                       |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s) | MEFs and 293 cells used in this study were obtained from Jeannie Lee's laboratory (MGH) and have been described previously in Sarma et al, Cell 2014. |
|---------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|

## Authentication

Knockdown cell lines were assessed by western blot. ATRX RBR deletion cell lines were authenticated with restriction analysis, sanger sequencing and western blotting.

## Mycoplasma contamination

Cell lines tested negative for mycoplasma contamination at the beginning of the study

Commonly misidentified lines  
(See [ICLAC](#) register)

No cell lines used are listed in the database of commonly misidentified cell lines

## ChIP-seq

## Data deposition

☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).

☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130452>

## Files in database submission

All the raw and processed data files can be accessed with the link above. This data is now publicly available.

## Genome browser session

(e.g. [UCSC](#))

No longer applicable

## Methodology

## Replicates

Biological replicates were sequenced for each sample.

## Sequencing depth

Approximately 15-25 million reads were obtained for each sample. Samples are paired end 75bp.

## Antibodies

All antibody information is available in supplementary table 2

## Peak calling parameters

Peaks were called for each sample using MACS2 using the parameters: --broad --broad-cutoff 0.1

## Data quality

Peaks were considered with  $p < 0.1$

## Software

reads were aligned to the mouse reference genome mm10 using Bowtie2 version 2.2.9 with default parameters.

How the deposited data were processed for this re-analysis (not part of the article)

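The processed data of 22 libraries from mouse embryonic fibroblasts were analysed. CUT&RUN was represented by 16 peak lists. ATRX was profiled in WT and ATRXΔRBR cells, and EZH2 and H3K27me3 in WT, ATRXΔRBR and ATRX KD cells, with 2 replicate libraries per genotype and target. RNA-Seq was represented by 6 libraries, 2 each of WT, ATRXΔRBR and ATRX KD cells. The CUT&RUN libraries made with IgG were not analysed here. The H3K27me3 antibody is given differently in the paper's methods and in its supplementary table of antibodies, and which of them was used is not known.

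For CUT&RUN, the authors mapped the reads to mm10 with Bowtie2 and called peaks with MACS2 in its broad mode, separately for each library. The deposited fold enrichment of a peak is the ratio of its reads to the local background as computed by MACS2, averaged over the peak. The deposited −log10 p and −log10 q values of a peak were computed by MACS2 in the authors' hands, averaged over the peak. The deposited score of a peak is 10 times its −log10 q, which MACS2 cut to a whole number, and it was not used. Read depth cannot be read from the lists, and a deeper library can give more peaks. Numbers of peaks were therefore set beside the difference between replicates, and fold enrichment and −log10 q of single peaks were not compared between lists. The largest −log10 q of each list is given as a property of the list.

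For RNA-Seq, the authors aligned reads with STAR and computed the deposited estimated counts per gene with RSEM. The deposited TPM values were also computed by the authors with RSEM, from the estimated counts, the gene lengths and the library total. The sums of the estimated counts of a library lay between 9051712 and 21723597. The estimated counts are not scaled between libraries. Each RNA-Seq file held 53801 gene identifiers, and 53706 of them were in the annotation used here.

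Peaks were placed with the GENCODE release M21 annotation of GRCm38, which has 55536 genes and 22028 protein-coding genes. On the 21 assembled chromosomes of GRCm38, the ends of all peaks and genes lay within the chromosome lengths. Each list also had between 4 and 60 peaks outside these chromosomes, which this check did not cover. The TSS of a gene was the outermost start of the gene, with a window of 2 kb on each side. Alternatives were a window of 1 kb, protein-coding genes only, the midpoint of the peak in place of any overlap, and peaks with a q-value of 0.01 or less. Overlap of peaks was counted from 1 bp, and in an alternative from 50% of the peak. A peak was called gained, lost or retained by comparing lists of the same replicate number. In an alternative, it had to be present in both replicates of a genotype and absent from both of the other. GC content was computed over each peak, and in an alternative over 200 bp at its midpoint. For genes, it was computed over the merged exons of all annotated transcripts. Random placement of ATRX peaks within their chromosomes was repeated 100 times. The overlap of genes that lose ATRX and genes that lose EZH2 was tested with a one-sided hypergeometric test, where a gene was taken with 2 kb before its TSS. Peaks were processed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1, the genome with samtools 1.23.1, and figures were drawn with matplotlib 3.10.9.

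RNA-Seq was analysed with R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1. The estimated counts were rounded, and genes with more than 10 estimated counts in total over the 4 libraries of a comparison were kept. The paper states the same threshold for the total over all samples. Library sizes were normalized with TMM, and each genotype was compared with WT by edgeR's quasi-likelihood test. A gene was called when its p-value with Benjamini-Hochberg adjustment was under 0.05. The alternatives were DESeq2 at adjusted p-values under 0.05 and 0.1, DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every library, all 6 libraries in a single fit, the replicate number as a block, and a log2 fold change of at least 1 in size. Fold changes were also computed from mean TPM with a pseudocount of 1 and without each library in turn. Gene sets were tested with camera, with a preset correlation of 0.01 between genes and a prior count of 2, and with fry. Camera compares a set with the other genes, while fry tests the genes of the set alone. Polycomb genes were those with an EZH2 peak at the TSS in WT replicate 1. Derepression by 2-fold or more was compared between genes that lose and genes that gain EZH2 at the TSS with a two-sided Fisher's exact test, for genes with at least 5 TPM in each of the 4 libraries.

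The deposited names give the same replicate numbers to each genotype, but neither the paper nor the labels say that libraries of the same number were made together. The replicate number was therefore used as a block only in an alternative. ATRX peak lists of the same number were closer to each other than to the other list of their genotype in ATRXΔRBR, where 33.3% of the peaks of replicate 2 had no counterpart in WT replicate 2 and 57.1% had none in ATRXΔRBR replicate 1. In H3K27me3, lists of the same genotype were closer. Over 17999 genes, the deviations of libraries of the same number from their group means correlated at −0.31 between WT and ATRXΔRBR and at −0.022 between WT and ATRX KD.

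Genes reported by name were fixed by rule. They were 18 genes that the paper names, and the 3 genes with the largest fall and the 3 with the largest rise of each comparison among called genes with a mean of at least 1 CPM. Folds against a group with no counts were computed against 3 counts and are given as lower limits.

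The programs were tested on simulated data before they were run. The overlap counts gave 0 wrong answers for 6000 simulated intervals. In counts simulated from the WT and ATRXΔRBR libraries with 200 changed genes, edgeR recovered 76% of the changed genes and 93% of those changed at least 4-fold, and 8.43% of its calls were false. With the depths of the WT and ATRX KD libraries, these shares were 85%, 96% and 10.5%. With 2 libraries per group, smaller changes were missed more often than changes of at least 4-fold.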

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

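The test of read depth was chosen after the result was seen, and the other tests of explanations reported here were set down before their results were seen. The analyses of RNA-Seq and of peaks at the claims, with the alternatives named for them, were chosen before the data were examined, unless a sentence says otherwise. The following patterns are ones that the paper does not report.

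H3K27me3 peaks lay at other positions in ATRXΔRBR than in WT, although their numbers were similar. On average over the 4 pairs of lists, 51.1% of the WT peaks had no overlapping ATRXΔRBR peak, with a range from 46.8% to 55.5%. Between the WT replicates the mean was 27.1%, from 20.4% to 33.8%. In the other direction, 54.7% of the ATRXΔRBR peaks had no WT peak, against 24.3% between the ATRXΔRBR replicates. Of 28672 WT peaks present in both WT replicates, 10800 (37.7%) overlapped no peak of either ATRXΔRBR list. Of 26079 peaks present in both ATRXΔRBR replicates, 11765 (45.1%) overlapped no peak of either WT list.

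Weak peaks near the calling threshold do not account for these positions. With WT peaks of a q-value of 0.01 or less, 35.7% had no ATRXΔRBR peak at any strength, against 10.5% between the WT replicates. For ATRXΔRBR peaks of that strength the shares were 41.6% and 6.46%. A difference in read depth would leave such peaks in one direction, and strong peaks without a counterpart were found in both, which argues against depth as the only cause. A gain or loss of whole chromosomes would concentrate the new positions. Among peaks present in both replicates, the share of ATRXΔRBR peaks without a WT peak lay between 32.1% (chromosome 17) and 61.6% (chromosome 1), and that of WT peaks without an ATRXΔRBR peak between 20.4% (chromosome 19) and 59.6% (chromosome 6). Each of 20 chromosomes had such peaks, which argues against whole chromosomes as the only cause, while a part that follows chromosomes stays open. A change in which genes are repressed was also tested. The 275 tested genes that lost an H3K27me3 TSS peak in both replicates had a median log2 fold change of −0.41, a fall, where derepression would give a rise (camera with a preset correlation, p = 7.2e-08, and fry, p = 0.00027). Genes that gained one (425 genes, median −0.27) and genes that kept one (682 genes, median −0.32) also fell (camera with a preset correlation, p = 4.1e-08 and p = 1.1e-05, and fry, p = 0.017 and p = 0.0036). The libraries labelled ATRX KD could show whether a loss of ATRX function gives these positions, but their lists were too short. They had a peak at 5.26% and 4.27% of the positions found only in ATRXΔRBR, and at 6.63% and 5.53% of those found only in WT. The RBR deletion and any other difference of the ATRXΔRBR clone from the WT cells cannot be told apart with a single clone.

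In RNA-Seq, the genes of 5 chromosomes shifted together in ATRXΔRBR. The median log2 fold change was 0.32 on chromosome 1 and 0.29 on chromosome 15, and −0.25, −0.22 and −0.21 on chromosomes 18, 9 and 5. When genes were reassigned to chromosomes at random 1000 times, the largest size of a median was 0.098. Variation between replicates was smaller, since the largest median was 0.135 in size between the WT replicates and 0.116 between the ATRXΔRBR replicates. Chromosome 1 had the highest median between the libraries of replicate 1, at 0.41, and chromosome 15 between those of replicate 2, at 0.36. On all 5 chromosomes, the genes before and after the middle gene shifted in the same direction. Chromosome 6 was not among them, and its genes had medians of 0.20 before and −0.40 after the middle gene. It had the lowest ratio of the peak share in ATRXΔRBR to that in WT of all chromosomes, at 0.553 for ATRX, 0.698 for EZH2 and 0.641 for H3K27me3. In a split made after seeing this, the ratios were 0.353, 0.608 and 0.540 before the middle gene and 0.798, 0.802 and 0.789 after it, so that the peaks fell most in the part where the RNA was higher. Over the pairs of lists, the ratios of the parts overlapped for EZH2 alone.

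A gain or loss of whole chromosomes, or of large parts of them, in the ATRXΔRBR clone could give such medians. It would also raise or lower the number of CUT&RUN peaks on these chromosomes. Over 20 chromosomes, Spearman's rho between the ratio of the peak shares and the median log2 fold change was 0.371 for EZH2 (permutation test, p = 0.11), 0.377 for ATRX (permutation test, p = 0.10) and 0.484 for H3K27me3 (permutation test, p = 0.032, and 0.095 adjusted over these targets). How strongly peak numbers follow copy number is not known here, so a change in copy number and regulation along chromosomes cannot be told apart from these values. The libraries labelled ATRX KD had 9 chromosomes with a median beyond 0.2 in size, from −0.41 on chromosome 15 to 0.32 on chromosome 14.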

How the results depend on the processing

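Of the alternatives for the results given at the claims, 81 values stayed within the spread of the result or kept its call, 50 moved beyond it, 8 changed direction and 3 became stronger. Leaving out a library moved 17 values and left 53 within the spread. The cause of a change was not tested unless it follows from how the value is made. Some alternatives were chosen after seeing the data. These were the TSS of all annotated transcripts, the crossed replicate numbers, the fold changes of edgeR without a TPM minimum, the mean of at least 5 TPM, the comparison with genes that keep EZH2, the length groups of genes, the wider sets of genes that gain ATRX, and leaving out libraries for derepression and for TSS that gain ATRX.

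The ratios of peak numbers moved beyond their spread for H3K27me3 and not for ATRX and EZH2. For H3K27me3, the ratio of ATRXΔRBR to WT of 0.959 became 1.24 with the covered length. The ratio of ATRX KD to WT of 0.181 became 0.0968 with peaks of a q-value of 0.01 or less and 0.0541 with the covered length.

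The share of peaks at TSS moved with the definition of a TSS, which follows from its construction. It was 30.1% for ATRX in WT, 55.0% and 73.4% for EZH2 in WT and ATRX KD, and 17.2%, 17.7% and 26.3% for H3K27me3 in WT, ATRXΔRBR and ATRX KD. In this order, a window of 1 kb gave 26.0%, 50.9%, 70.3%, 13.1%, 12.9% and 18.0%. Protein-coding genes only gave 23.9%, 49.3%, 68.2%, 10.1%, 9.65% and 20.1%. Peaks with a q-value of 0.01 or less gave 28.3%, 59.7%, 77.2%, 25.3%, 26.1% and 37.5%. The TSS of all annotated transcripts gave 35.4%, 62.0%, 79.2%, 21.2%, 21.6% and 30.9%. The midpoint of the peak moved H3K27me3 alone, to 11.1%, 9.12% and 23.1%. The shares for ATRX and EZH2 in ATRXΔRBR stayed within the wide spread of their replicates under each of these.

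Of the ATRX peaks, 47.8% of those in WT had no ATRXΔRBR peak, which fell to 12.8% for peaks present in both replicates. Of the ATRXΔRBR peaks, 39.5% had no WT peak. This share was 49.2% with an overlap of at least 50% of the peak, 28.8% with a q-value of 0.01 or less and 7.16% for peaks present in both replicates. Requiring both replicates removes positions called in a single list by construction. The share of ATRX peaks on EZH2 peaks of 63.9% became 53.3% with 50% overlap and 61.5% with a q-value of 0.01 or less. The share of WT TSS that lost EZH2 of 19.8% became 3.33% for TSS with EZH2 in both WT replicates and in neither ATRXΔRBR replicate. The promoter share of gained ATRX peaks was 29.4% and 54.0% when a replicate was left out, and the GC difference between gained and lost peaks was −1.38 and 5.54 percentage points. It is negative without replicate 1 and positive without replicate 2.

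At TSS that gained ATRX, the share with EZH2 in WT of 88.6% became 93.2% for TSS gained in both replicates and 83.6% with a q-value of 0.01 or less. The share with H3K27me3 in WT of 2.36% became 3.64% for TSS gained in both replicates, 1.69% with a window of 1 kb and 1.23% with the stricter q-value. In ATRXΔRBR, the share with H3K27me3 of 3.11% became 4.09%, 2.03% and 2.60% under the same settings. Leaving out a replicate gave 79.4% to 90.9% for EZH2 in WT, 74.4% to 93.3% for EZH2 in ATRXΔRBR, 1.92% to 2.72% for H3K27me3 in WT and 3.32% to 4.15% for H3K27me3 in ATRXΔRBR.

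The median log2 fold changes of gene sets were small, and several changed direction. The genes that acquired ATRX and EZH2 changed from 0.018 to −0.054 with at least 5 TPM in every library. On the scale of mean TPM, the medians of polycomb genes changed from −0.017 to 0.038 in ATRXΔRBR and from −0.024 to 0.18 in ATRX KD. Those of non-polycomb genes changed from −0.0088 to 0.030 in ATRXΔRBR and from −0.0089 to 0.13 in ATRX KD. Without each library in turn, the median of polycomb genes lay between −0.026 and −0.0012 in ATRXΔRBR and between −0.048 and −0.0080 in ATRX KD. For non-polycomb genes it lay between −0.027 and 0.038 in ATRXΔRBR and between −0.087 and 0.014 in ATRX KD. It was positive in ATRXΔRBR without WT replicate 1 (0.038) and without WT replicate 2 (0.013). In ATRX KD it was positive without WT replicate 2 (0.014). For the genes that acquired ATRX and EZH2 it lay between −0.040 and 0.059, and it was negative without WT replicate 1 (−0.040) and without ATRXΔRBR replicate 1 (−0.039).

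With the replicate block, the medians of non-polycomb genes changed direction, to 0.0021 in ATRXΔRBR and 0.00083 in ATRX KD. The replicate block called 1071 genes in ATRXΔRBR, of which 926 were also called without it, and 5792 in ATRX KD. Crossing the replicate numbers called 5585 genes in ATRXΔRBR and 6465 in ATRX KD, against 1119 and 5538 without a block. With 2 libraries per group a block leaves a single degree of freedom for the error of each gene, so that the counts of a block depend on how the libraries happen to deviate.

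The number of genes called in ATRXΔRBR was 1979 without a filter on low counts, 597 with at least 10 counts in every library and 1738 with all 6 libraries in a single fit. The minimum of 10 counts removes genes that fell to few counts, and the share of higher genes among the calls rose from 40.7% to 52.8%. DESeq2's size factors in edgeR gave 1130 genes and a log2 fold change of at least 1 in size gave 918. DESeq2 called 1123 genes, of which 959 were also called by edgeR. In ATRX KD, a log2 fold change of at least 1 in size left 2495 genes, and the other settings gave 4706 to 6605. At an unadjusted p under 0.05, 3364 genes were found in ATRXΔRBR and 7460 in ATRX KD. Numbers of called genes are not given without a library, since a group of 1 library gives no estimate of its own variation.

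Genes that lost EZH2 were derepressed more often than genes that gained it by 1.63 percentage points (Fisher's exact test, p = 0.22). Without a TPM minimum the difference was −0.462 points (Fisher's exact test, p = 0.39). It was larger with edgeR's fold changes, at 2.71 points (Fisher's exact test, p = 0.045), and with edgeR's fold changes without a TPM minimum, at 3.18 points (Fisher's exact test, p = 0.015). In this last setting falls of at least 2-fold were also more frequent, in 30.7% of the genes that lost EZH2 and 4.84% of those that gained it (Fisher's exact test, p = 4.0e-43), so the genes that lost EZH2 changed more often in both directions. Against genes that kept EZH2 it was 3.06 points (Fisher's exact test, p = 0.00037). Over the alternatives, these p-values ranged from 0.00037 to 1. Without each library in turn, the difference lay between −0.69 and 2.35 points, and it was negative without WT replicate 2 alone. No difference could be given for TSS with EZH2 in both replicates of one genotype and in neither of the other, since 84 genes lost EZH2 in this way and 0 gained it. Of these 84 genes, 0 were at least 2-fold higher and 2 (2.38%) at least 2-fold lower.

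For the named genes, 158 values under the alternatives stayed the same, 24 moved, 8 became weaker, 2 became stronger and none changed direction while called. The weaker ones were Cbx5, Ezh2 and Hnrnpc in ATRX KD. Gapdh became called in ATRXΔRBR with all 6 libraries in a single fit (log2 fold change −0.86, adjusted p = 0.045 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were low, with 166 and 202 in WT and 84 and 103 in ATRXΔRBR, where Actb had 36119 and 17089 in WT. The Gapdh value thus rests on few reads. Xist became called in ATRX KD with the replicate block (log2 fold change 0.69, adjusted p = 0.00032 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Leaving out a library moved 31 of their values and left 161 within the spread. For the overlap of genes that lose ATRX and EZH2, the odds ratio of 3.82 lay between 2.61 and 3.12 within groups of genes of similar length. With all annotated genes as background it was 8.27. When a gene counted as lost only without any ATRXΔRBR peak, the odds ratio was 6.14, and the genes that lost both fell from 1254 to 292.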

Differences from the paper's values

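A gap counts as closed here when neither value is more than 1.5 times the other. In the ATRX peaks of WT, the paper places 14% at TSS, and 31.3% lay there here. None of the alternatives set before the data were examined closed the gap, with values of 25.3% for protein-coding genes only to 30.5% for the midpoint of the peak. In ATRXΔRBR, the paper gives 28% at TSS, against 47.2% here. Of the alternatives set before the data were examined, protein-coding genes only brought the value within 1.5 times of the paper's, at 41.2%, which is still higher, and the others did not. The paper counts 37% of the ATRXΔRBR peaks as intergenic, against 22.4% here. Protein-coding genes only, set before the data were examined, brought it within 1.5 times of the paper's, at 30.3%, which is still lower, and the other alternatives did not. These values are from replicate 1, whose list has the paper's number of peaks. ATRXΔRBR replicate 2 was within 1.5 times of the paper's values, with 26.4% at TSS and 33.8% intergenic. Of the gained ATRX peaks, the paper places 61% in gene bodies, against 28.9% here, and none of the alternatives set before the data were examined closed the gap.

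The share of EZH2 peaks at TSS in ATRX KD was about 47% in Fig. 5f, read by eye, against 74.6% here. Protein-coding genes only, set before the data were examined, brought it within 1.5 times of the paper's, at 69.3%, which is still higher, and the other alternatives did not. The shares of H3K27me3 peaks at TSS were about 6% in WT, about 5% in ATRXΔRBR and about 4% in ATRX KD in Fig. 5g, read by eye. They were 17.3%, 17.5% and 25.8% here, and none of the alternatives set before the data were examined closed these gaps.

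The paper gives 1847 genes that acquired ATRX and PRC2, and here 75 TSS gained an ATRX peak and an EZH2 peak. None of the alternatives set before the data were examined closed the gap (15 with peaks of replicate 2 and 67 with a window of 1 kb). With TSS that gained an ATRX peak and had an EZH2 peak in ATRXΔRBR, whether or not it was present in WT, 1993 were counted, a setting chosen after seeing the values. The paper gives 29042 PRC2 target genes, against 16640 genes here, and 4512 genes that acquired ATRX peaks, against 2886 here. No alternative was run for either number.

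For derepression of genes that lose EZH2, the paper gives P = 0.029, against p = 0.22 here (Fisher's exact test). None of the alternatives set before the data were examined closed the gap, and the nearest was edgeR's fold change (Fisher's exact test, p = 0.045). A setting chosen after seeing the values, edgeR's fold change without a TPM minimum, gave a lower p than the paper (Fisher's exact test, p = 0.015), as did the comparison with genes that keep EZH2, also chosen after seeing the values (Fisher's exact test, p = 0.00037). With both of these, falls were also more frequent among the genes that lost EZH2 (Fisher's exact test, p = 4.0e-43 and p = 0.030). The paper shows 152 genes that lose EZH2, against 278 here. None of the alternatives set before the data were examined closed this gap (84 for TSS with EZH2 in both WT replicates and in neither ATRXΔRBR replicate).

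The TSS that gained EZH2 numbered about 2600 in Fig. 5h, read by eye, against 1432 here and 1244 with a window of 1 kb, so that this alternative, set before the data were examined, did not close the gap. In Fig. 5i, read by eye, about 5600 genes lost ATRX, about 7500 lost EZH2 and about 2500 lost both. Here 3200, 1554 and 1254 genes did, and none of the alternatives set before the data were examined closed these gaps. The nearest values were 3577 and 4436 genes with all annotated genes as background.

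The paper states that no ATRX was gained at intergenic sites, and 17.1% of the gained peaks of replicate 1 were intergenic here. It shows Gins2 as a site that gained ATRX, and an ATRX peak was listed at its TSS in WT replicate 1 (fold enrichment 3.99) and ATRXΔRBR replicate 1 (4.64) here. It describes little PRC2 in WT at the sites that gained ATRX, and 90.9% of the TSS with a gained ATRX peak had an EZH2 peak in WT replicate 1 here. The paper speaks of levels, whereas a listed peak gives presence alone, and read density was not analysed here. It describes higher expression of polycomb genes in ATRX KD, and their median log2 fold change was −0.024 here with TMM and 0.18 on the scale of mean TPM, an alternative set before the data were examined. It describes gained ATRX sites as richer in GC than lost ones, which held here in replicate 1, whose lists have the paper's numbers of peaks (5.54 percentage points), and not in replicate 2 (−1.38 percentage points).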

Other observations

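The tests of the TSS share of ATRXΔRBR replicate 1, of batches, of EZH2 peaks lost without an ATRX peak, of EZH2 by H3K27me3 and expression, of falls of at least 2-fold, of the GC content of exons, of the label of the ATRX KD libraries, of called genes by chromosome and of deletions were chosen after the result was seen.

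The share of ATRX peaks at TSS was higher in ATRXΔRBR replicate 1 (47.2%) than in the other 3 ATRX libraries. Relocation of ATRX to promoters by the RBR deletion would raise it in both ATRXΔRBR replicates, and it was 26.4% in replicate 2. Weak peaks near the calling threshold do not account for it, since 56.2% of the gained peaks of replicate 1 with a q-value of 0.01 or less lay at a TSS. With 2 libraries that differ this much, relocation and a feature of a single library cannot be told apart.

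Most TSS with an EZH2 peak lacked an H3K27me3 peak. In WT replicate 1, an EZH2 peak was present at 13.9% of the TSS of protein-coding genes under 0.1 TPM, 34.9% from 0.1 to 1 TPM, 63.7% from 1 to 10 TPM and 85.3% over 10 TPM. For peaks without H3K27me3, this argues against PRC2-silenced promoters, as does the median of 34.3 TPM for genes with EZH2 and no H3K27me3. GC content does not explain it, since in the group of TSS with the highest GC content the share rose from 46.0% under 0.1 TPM to 89.3% over 10 TPM. EZH2 followed H3K27me3 at silent genes and not at highly expressed ones. Under 0.1 TPM, 40.7% of the TSS with H3K27me3 and 3.91% of the others had an EZH2 peak, and over 10 TPM the shares were 84.8% and 85.3%. For the TSS without H3K27me3, the values are consistent with CUT&RUN signal at transcribed, open promoters in the EZH2 libraries, which could come from PRC2 or from background cleavage. IgG libraries, which would tell these apart, were not analysed here. The paper takes EZH2 peaks as the mark of polycomb targets.

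The libraries labelled ATRX KD had fewer EZH2 and H3K27me3 peaks than WT. A batch could contribute, since the largest −log10 q of the EZH2 lists was 179 and 178 in these libraries and at most 36.8 in the others. These lists also had 2 mitochondrial peaks each, and their widest EZH2 peaks were 5581 and 5590 bp, against at least 111846 bp in the WT and ATRXΔRBR lists. The names of their raw files are of another form, so that batch and knockdown cannot be told apart. None of these properties of the lists was shown to be independent of PRC2. A loss of EZH2 where ATRX binds would spare the WT EZH2 peaks without an ATRX peak. Of these, 81.7% were lost in replicate 1 and 69.4% in replicate 2, against 74.9% and 67.4% of the peaks on ATRX peaks. The loss was thus not confined to EZH2 peaks with a listed ATRX peak. ATRX peak calls varied, as 64.7% of the ATRX peaks of WT replicate 1 were absent from WT replicate 2. A site without a listed ATRX peak may still bind ATRX, so a loss at ATRX sites is not excluded. In the group of highest fold enrichment, 46.8% of the peaks on ATRX peaks and 51.1% of the other peaks were lost in replicate 1, and 38.2% and 37.6% in replicate 2.

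Atrx RNA was not lower in the libraries labelled ATRX KD, with a log2 fold change of −0.15 against WT. Without each library in turn it lay between −0.40 and 0.13. In TPM it was higher, with 233 and 141 in WT and 331 and 512 in these libraries, so the direction depended on the scale and neither scale showed a clear fall. The paper shows ATRX protein depleted in ATRX KD MEFs by western blot, and protein was not measured in these libraries. A mislabelled sample could give these RNA values, but so could a knockdown that acts on translation or an RNA that is cut and still counted. No table here decides between these. The 5538 genes called against WT do not decide it either, since a batch is confounded with the label.

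The fold changes in the libraries labelled ATRX KD followed gene length. The median log2 fold change of the 10% longest genes minus that of the 10% shortest was 1.04, against 0.26 in ATRXΔRBR. This trend is consistent with a bias by gene length between library preparations, and regulation of long genes is not excluded. The GC content of the exons gave a difference of −0.11 between the 10% of genes with the highest and the lowest content. In size this was less than the 0.17 in ATRXΔRBR, which argues against a trend with GC content as the cause of the larger number of called genes. Among the 18 genes that the paper names, 8 were called in these libraries over all genes tested and 9 when adjusted over the list alone. The largest falls were Cacna2d1, from 970 and 1110 counts to 0 (at least 859-fold lower), Pde3b (at least 363-fold lower) and Gm22133 (at least 358-fold lower), which lies within Ftl1 on the same strand. The largest rises were Gm49388 (at least 164-fold higher), Prelid2 (at least 30.7-fold higher) and Ajm1 (at least 30.2-fold higher).

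Fold changes in ATRXΔRBR and in the libraries labelled ATRX KD correlated over genes (Pearson's r 0.363, genes are not independent replicates). Both use the same WT libraries, and in 10 simulations of unchanged groups the mean correlation was 0.533, from 0.518 to 0.557. The shared WT libraries are thus sufficient for the correlation. In both comparisons 730 genes were called, 486 of them in the same direction. If the calls of each comparison were independent, 373 genes would be called in both. Calls that share WT libraries are not independent, so this number is only a partial reference. In a simulation, at most 2 genes were called in both. The simulations held no changed genes, so they do not show how many shared calls the shared WT libraries give among changed genes.

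The genes called in ATRXΔRBR were not explained by the chromosomes with shifted medians. Of 1117 called genes with a known chromosome, 330 (29.5%) lay on the 5 shifted chromosomes, which hold 25.3% of the tested genes, and 787 lay elsewhere.

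For 14 genes, each WT library had at least 50 counts and both ATRXΔRBR libraries had 0, while 0 genes showed the reverse. Decr1, Bicd1 and Mageh1 are among them. Mageh1, Shroom2 and Slc27a6 were also at 0 in both libraries labelled ATRX KD, which a change found only in the ATRXΔRBR clone does not predict. A deletion in the ATRXΔRBR clone may explain some of them. It would remove all CUT&RUN peaks from the TSS, and 6 of the 14 (42.9%) had a TSS peak in ATRXΔRBR, which argues against a deletion of these. Of 1615 genes with similar counts in WT, 84.1% had such a peak (Fisher's exact test, p = 0.00053), so for the genes without a peak a deletion and loss of expression cannot be told apart, since a silent promoter also lacks peaks. Silencing with H3K27me3 at the TSS was found at 1 of the 14 genes (7.14%), against 2.79% of the similar genes (Fisher's exact test, p = 0.33), too few to decide. In the libraries labelled ATRX KD, 40 genes were at 0 in this way, and 1 gene in WT.

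Derepression was more frequent among genes that lose EZH2 than among genes that gain it, but the planned test did not separate them (Fisher's exact test, p = 0.22), and falls of at least 2-fold were also more frequent among them without a TPM minimum (Fisher's exact test, p = 9.2e-14 with a pseudocount of 1). Variation of peak calls between replicates may contribute, since genes with a TSS peak in WT replicate 1 and none in WT replicate 2 were derepressed at 2.24%, against 4.32% of the genes that lose EZH2 in ATRXΔRBR (Fisher's exact test, p = 0.088). The number of derepressed genes is too low to tell these apart. Genes without EZH2 in either ATRXΔRBR replicate and with EZH2 in both WT replicates (195 tested genes) had a median log2 fold change of −0.21 (camera with a preset correlation, p = 0.00091, and fry, p = 0.00021).

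The paper measured Parp12, Rnf40 and Actin by RT-PCR. In RNA-Seq, Parp12 (ENSMUSG00000038507) had 34.0 ± 0.991 CPM in WT and 44.0 ± 0.968 CPM in ATRXΔRBR (SD, n = 2). This was a log2 fold change of 0.37 with a standard error of 0.17 (adjusted p = 0.27 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Rnf40 (ENSMUSG00000030816) it was 0.048 with a standard error of 0.17 (adjusted p = 0.92 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Actb it was 0.13 with a standard error of 0.29 (adjusted p = 0.86 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and from −0.27 to 0.68 without each library in turn.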
